# Molecular insights into RNA recognition and gene regulation by the TRIM-NHL protein Mei-P26

**DOI:** 10.26508/lsa.202201418

**Published:** 2022-05-05

**Authors:** Anna Salerno-Kochan, Andreas Horn, Pritha Ghosh, Chandran Nithin, Anna Kościelniak, Andreas Meindl, Daniela Strauss, Rościsław Krutyhołowa, Oliver Rossbach, Janusz M Bujnicki, Monika Gaik, Jan Medenbach, Sebastian Glatt

## Abstract

The TRIM-NHL protein Meiotic P26 (Mei-P26) acts as a regulator of cell fate in *Drosophila*. Its activity is critical for ovarian germline stem cell maintenance, differentiation of oocytes, and spermatogenesis. Mei-P26 functions as a post-transcriptional regulator of gene expression; however, the molecular details of how its NHL domain selectively recognizes and regulates its mRNA targets have remained elusive. Here, we present the crystal structure of the Mei-P26 NHL domain at 1.6 Å resolution and identify key amino acids that confer substrate specificity and distinguish Mei-P26 from closely related TRIM-NHL proteins. Furthermore, we identify mRNA targets of Mei-P26 in cultured *Drosophila* cells and show that Mei-P26 can act as either a repressor or activator of gene expression on different RNA targets. Our work reveals the molecular basis of RNA recognition by Mei-P26 and the fundamental functional differences between otherwise very similar TRIM-NHL proteins.

## Abstract (precis)

This study provides molecular insights into RNA target recognition by the TRIM-NHL protein Mei-P26 that functions in Drosophila ovarian germline stem cell maintenance, oogenesis, and spermatogenesis.

## Introduction

RNA-binding proteins (RBPs) play key roles in the post-transcriptional regulation of gene expression. They comprise a large and functionally diverse group of proteins involved in all aspects of RNA biology from RNA synthesis to its degradation. RBPs typically bind RNAs through dedicated RNA-binding domains (RBDs) (1). Several members of the evolutionary conserved TRIM-NHL family use their NHL domains to interact with RNA (2, 3, 4, 5, 6). The TRIM-NHL protein family shares a common architecture that comprises an N-terminal tripartite motif (TRIM, consisting of a RING domain, one or two B-Box type zinc fingers and a coiled-coil domain) followed by a C-terminal NCL-1, HT2A, and LIN-41 (NHL) domain (7, 8, 9, 10, 11). The NHL domain folds into a β-propeller that typically acts as a scaffold to mediate interactions with other biomolecules such as proteins, DNA or RNA (6, 12, 13).

TRIM-NHL proteins play important roles in development where they control cell fate decisions to regulate differentiation and cell growth (11, 14). The *Drosophila melanogaster* genome encodes several proteins with a TRIM-NHL-like architecture, among them Brain tumor (Brat) and Meiotic-P26 (Mei-P26). Mei-P26 was identified as a regulator of differentiation in the male and female germline and its loss results in over-proliferation of germline cells, tumor formation and sterility (15, 16, 17, 18, 19). Germline homeostasis depends on the maintenance of germline stem cells in the stem cell niche and on the proper differentiation of their progeny into gametes (20). In the female germline, Mei-P26 supports both cellular programs. It ensures maintenance of germline stem cells through control of BMP signaling (17), but also promotes differentiation of daughter cells upon exit from the stem cell niche (18). In the male germline, Mei-P26 limits mitotic divisions during the differentiation process of precursor germ cells preventing over-proliferation (16). Moreover, ovarian cells lacking Mei-P26 activity grow abnormally large and exhibit increased nucleolar size (21).

The function of the closely related Brat protein critically depends on its NHL domain as its deletion or other sequence alterations result in strong phenotypes that can be partially rescued by expression of the NHL domain alone (22, 23). The Brat NHL domain participates in multiple direct or RNA-mediated interactions involving factors such as Pum, eIF4EHP and Miranda as binding partners (23, 24, 25, 26, 27, 28, 29). Similarly, Mei-P26 function requires several additional proteins, among them, Sxl (Sex-lethal), Bam (Bag of marbles), Bgcn (Benign gonial cell neoplasm), Wuho, and Ago1 (Argonaute-1) (17, 21, 30, 31). The Mei-P26 NHL domain is required for the interaction with at least some of these proteins, as mutations leading to substitutions in its sequence abolish the interaction with Ago1 and impair ovarian stem cell maintenance (21). Finally, the NHL domains of both Brat and Mei-P26 interact with RNA in a sequence-specific manner (3, 6, 32).

Considering the functional importance of the Mei-P26 NHL domain, we conducted comprehensive structural and functional analyses. We confirm the high structural similarity between the NHL domains of Mei-P26 and Brat, but also detect subtle differences that influence their function and affect target specificity. Computational modeling of the Mei-P26 NHL interaction with its RNA substrate allowed us to predict and experimentally validate key residues critical for sequence-specific RNA binding. Finally, we used individual-nucleotide resolution cross-linking and immunoprecipitation (iCLIP) to identify cellular mRNA targets of full-length Mei-P26 and its NHL domain. We confirm the recognition of several identified target sequences by Mei-P26 using individual electromobility shift assay (EMSA) analyses. Furthermore, we show that Mei-P26 directly affects the expression of reporters that carry these newly identified Mei-P26 binding sites and dissect the domain requirements for regulation. In summary, our results deepen the molecular understanding of NHL–RNA interactions that play a key function in governing cell fate decisions.

## Results

### The crystal structure of the *Drosophila* Mei-P26 NHL domain

To gain molecular insight into RNA binding of *D. melanogaster* Mei-P26, we aimed to obtain structural information of its C-terminal NHL domain (Mei-P26 NHL) at high resolution. Therefore, we predicted the beginning of the NHL domain and performed expression trials of different constructs in bacterial, yeast and insect cells. Only the baculovirus expression system allowed for the production and purification of the Mei-P26 NHL domain. We obtained large quantities of Mei-P26 NHL_aa 908–1206_ producing a homogenous monomer of ∼30 kD, which was completely free of any proteinaceous contaminants and nucleic acids (Fig 1A). Mei-P26 NHL crystallized in several tested conditions and we collected numerous complete datasets at various synchrotron sources. We solved the structure of the Mei-P26 NHL domain at 1.6 Å resolution by molecular replacement using the backbone of the previously determined Brat NHL domain (28) as a reference model. The N terminus of the NHL domain remains invisible because of averaging of its conformations throughout the crystal but is present as there was no indication of proteolytic degradation during purification and crystallization (Fig S1A and B). After refinement, an atomic model could be obtained with R/R_free_ values of 20.6%/21.9% obeying all basic rules of protein stereochemistry (Table 1). Mei-P26 NHL folds into a six-bladed β-propeller with a donut-like shape and a diameter of ∼45 Å and a height of ∼25 Å (Fig 1A). The two molecules located in the asymmetric unit are connected by a di-sulfide bond between Cys1030, but the functional relevance of this dimerization under reducing conditions in vivo remains questionable. The six blades are asymmetrically distributed in a radial fashion around a central axis. Each unit is composed of four antiparallel β-strands connected by loops of various length and degrees of flexibility. In the center of the molecule the six β-sheets form a solvent-filled channel with a diameter of ∼12 Å. The overall structure is stabilized by a β-sheet complementation of the first N-terminal β-strand (aa 933–940) with the sixth sheet (aa 1178–1202) in a molecular velcro-like fashion.

**Figure 1.**
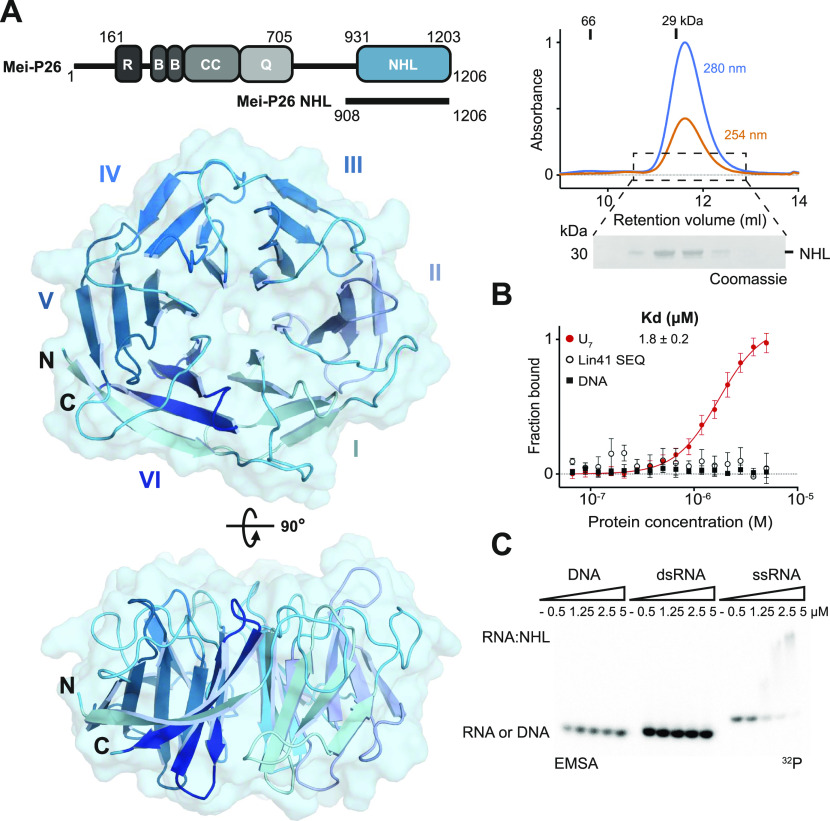
Structure of the Mei-P26 NHL domain and its specific ssRNA recognition. **(A)** Mei-P26 domain organization with NHL domain shown in blue (top left). R, RING domain; B, B-Boxes; CC, coiled coil, Q, glutamine rich region. Size-exclusion chromatography profile and SDS–PAGE gel for Mei-P26 NHL protein with mass markers indicated at the top. Blue line on the chromatogram corresponds to 280 nm wavelength, orange line to 254 nm wavelength (top right). Cartoon and surface representation of the crystal structure of the Mei-P26 NHL domain in top surface and side orientations (encompassing amino acids 931–1,203) (left bottom). **(B)** Microscale thermophoresis results for the fraction of bound DNA, dsRNA, or ssRNA (U_7_) ligands for different concentrations of Mei-P26 NHL. The dissociation constant (K_d_) was calculated from at least three independent experiments (n ≥ 3). **(C)** EMSAs employing various concentrations of the Mei-P26 NHL domain (as indicated above each lane) on a single-stranded DNA oligonucleotide, an RNA hairpin structure (both as indicated in the microscale thermophoresis panel), or a single-stranded U_9_ RNA oligonucleotide. Depicted is a representative gel of three independent replicates. Source data are available online for this figure.

**Figure S1.**
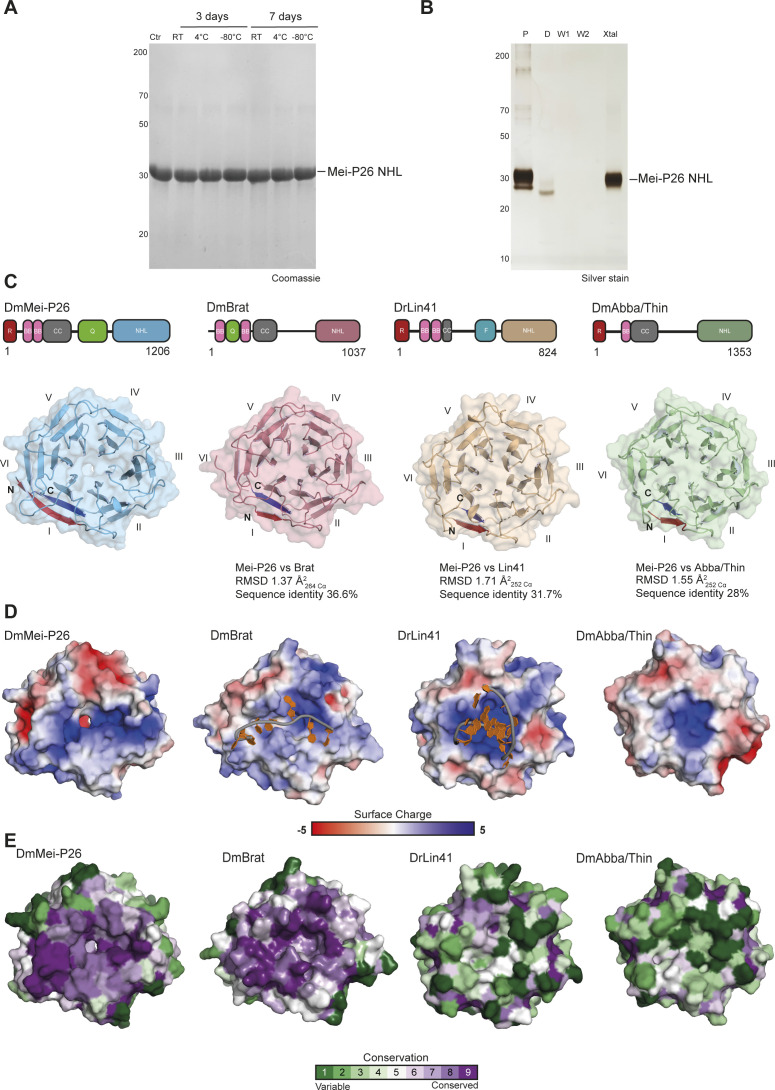
Mei-P26 NHL stability and structural comparison of the Mei-P26, Brat, *Dr*Lin41, and Thin/Abba NHL domains. **(A)** Mei-P26 NHL stability test. Legend: Ctrl—freshly purified protein as a control, RT—sample incubated at RT. **(B)** Silver-stained acrylamide gel from Mei-P26 NHL crystal washing trials. Legend: P, protein sample; D, drop from the crystallization conditions; W1, wash1; W2, wash 2; Xtal, crystal. **(C)** Schematic representation of the domain organization of the *D. melanogaster* Mei-P26 (*Dm*Mei-P26), *D. melanogaster* Brat (*Dm*Brat), *D. rerio* Lin41 (*Dr*Lin41) proteins, and *D. melanogaster* Thin/Abba (*Dm*Thin/Abba). BB, B-boxes; CC, coiled coil; F, Filamin domain; NHL, NHL domain; Q, glutamine-rich region; R, RING domain. Comparison of the architecture of the NHL domains derived from Mei-P26 (light blue), Brat (pink), *Dr*Lin41 (ochre) and Thin/Abba (green), N- terminus of each protein in red, C terminus in dark blue. **(D)** Representation of top surface charge distribution of the NHL domains of the three different proteins (red, negative charge; blue, positive charge) with depicted oligonucleotides bound by Brat and Lin41NHLs. **(E)** Overall amino acid conservation of Mei-P26, Brat, Lin41, and Thin/Abba NHL domains generated using ConSurf platform (dark green—low conservation, dark violet—high conservation). Source data are available online for this figure.

**Table 1.** Data collection and refinement statistics.

	Mei-P26 NHL, PDB ID 7NYQ, BESSY II, MX14-1
Data collection	
Space group	P2_1_
Cell dimensions	
*a*, *b*, *c* (Å)^a^	34.71, 116.50, 64.70
α, β, γ (°)	90, 96.362, 90
Wavelength	0.9184
Resolution (Å)^b^	43.17–1.6 (1.64–1.6)
*R*_meas_ (%)	7.7 (160.9)
*I/*σ(*I*)	10.15 (0.85)
*CC*_1/2_	0.99 (0.46)
Completeness (%)	98.8 (97.0)
Redundancy	3.82
Refinement	
Resolution (Å)	43.17–1.6
No. reflections	66,477
*R*_work_/*R*_free_	0.196/0.215
No. atoms	
Protein	8,923
Ligand/ion	No ligands
Water	320
*B* factors	
Protein	36.7
Ligand/ion	Not applicable
Water	38.3
r.m.s deviations	
Bond lengths (Å)	0.007
Bond angles (°)	0.689
Ramachandran statistics (%)	
Outliers	0
Allowed regions	4.59
Favored regions	95.41
Rotamer outliers (%)	0.21
Clash score	3.02
MolProbity score	1.41

a Values in parentheses are for highest-resolution shell.

b Resolution limits according to I/σ of 2 is 1.75 Å.

### Mei-P26 NHL binds to single-stranded RNA

We compared the structure of Mei-P26 NHL to the NHL domains of Brat, Lin41 and Thin/Abba to gain further insights into their unique and commonly shared features (3, 32, 33). All four proteins act as post-transcriptional repressors of gene expression and recognize their target RNAs via their NHL domains. Recently, the RNA binding modes for Brat and Lin41 have been reported, highlighting the existence of two distinct recognition mechanisms. In detail, the NHL domain of Brat binds to linear single-stranded RNA motifs (6), whereas the NHL domain of Lin41 prefers RNA hairpins (3). The NHL domains of the *D. melanogaster* Mei-P26 and Brat are closely related to each other, whereas the NHL domain of Lin41 from *Drosophila rerio* noticeably resembles the NHL domains of the fly Wech and human TRIM71 proteins (3, 6). Thin/Abba is a member of a distinct branch of the TRIM-NHL phylogeny, which also includes *Homo sapiens* TRIM32 and *Caenorhabditis elegans* NHL-1 (14). These evolutionary relationships are also observed on the structural level, although all four NHL domains in principle share a similar overall architecture and differ only in the length of individual loops and β-strands (Fig S1C). As with Brat and Lin41, the NHL domain of Mei-P26 and Thin/Abba also exhibit a highly positively charged patch on their top surface (Fig S1D) (3, 32, 33, 34). Because it has been experimentally demonstrated that RNA binding in NHL domains occurs via this charged surface area, it was previously assumed that Mei-P26 NHL can also bind to RNA (3, 6, 32). However, 11 out of 15 of the residues important for RNA binding in the closely related Brat NHL domain are not conserved in the Mei-P26 NHL domain (Figs S1E and S2). There is, however, one notable exception: three amino acids important for the recognition of the first position of the RNA target by Brat (a uridine base interacting with Asn800, Tyr829, and Arg847) are conserved in Mei-P26 (Asn970, Tyr 999, and Arg1017). This suggests that Mei-P26 also binds a uridine base in the same region but uses varying, non-conserved amino acids to recognize different sequence motifs in its target RNAs.

**Figure S2.**
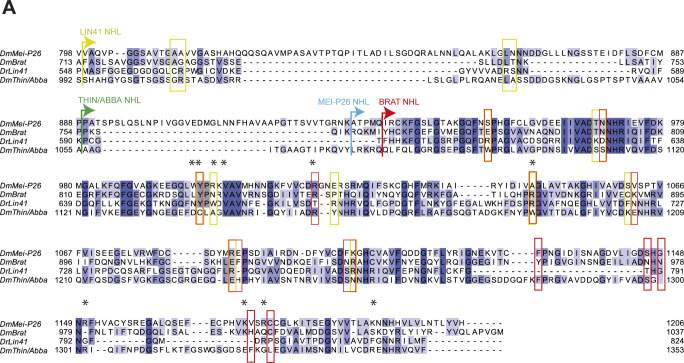
Sequence alignment for Mei-P26, Brat, DrLin41, and Thin/Abba NHL domains. Alignment of the C-terminal sequences of the Mei-P26 (aa 798–1,206), Brat (aa 713–1,037), Lin41 (aa 548–824), and Thin/Abba (aa 992–1,353) proteins. Arrows indicate the beginning of the individual NHL domains. Conservation of individual residues is shown in blue-scale color. Amino acid residues demonstrated to be involved in RNA recognition in the *Dm*Brat (red boxes) or *Dr*Lin41 (yellow boxes) are highlighted. Asterisks mark positions in Mei-P26 that were analyzed by mutagenesis in this study.

To assess the binding specificity of the Mei-P26 NHL domain experimentally, we performed complementary microscale thermophoresis (MST) and EMSA experiments. MST experiments showed purified Mei-P26 NHL binds a single-stranded polyU RNA sequence (U_7_, K_d_ = 1.8 ± 0.2 μM), whereas no interaction could be detected with a folded RNA hairpin recognized by Lin41 (Lin41 SEQ) or a single stranded 7 nt DNA oligonucleotide (TTTTACA; Fig 1B). EMSA experiments confirmed the complex formation between Mei-P26 NHL and a poly-U RNA oligonucleotide at different salt concentrations without affecting RNA integrity (Fig S3A and B) and verified its inability to bind other tested nucleic acids (Fig 1C). The similarity between Mei-P26 NHL and Brat as well as the interaction data indicate that both proteins preferentially recognize linear motifs in single-stranded RNA (ssRNA) molecules.

**Figure S3.**
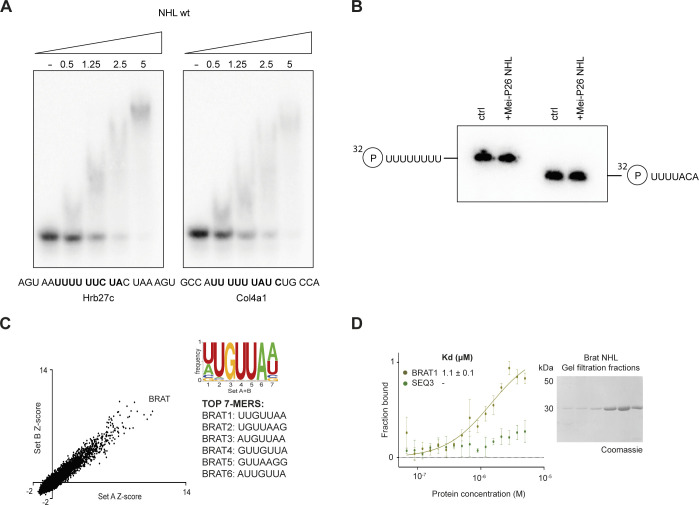
The RNA binding of Brat NHL. **(A)** Complex formation of the wt Mei-P26 NHL domain with two different RNA substrates at elevated salt concentration. ^32^P-radiolabelled RNA fragments derived from Hrb27c (left) and Col4a1 mRNA (right, compare Fig 4F) were incubated with the recombinant NHL domain under conditions comparable for the mutant NHL derivatives (150 mM salt) and complexes were analyzed by native PAGE. **(B)** Incubation with the Mei-P26 NHL domain does not affect RNA integrity. Radiolabeled U_8_ and SEQ3 RNAs were incubated with the recombinant Mei-P26 NHL domain (as indicated at the top), buffer only served as a control. Subsequently, RNA integrity was assessed by denaturing PAGE. **(C)** Computational analysis of RNAcompete experiment conducted for Brat NHL. Consensus motif recognized by Brat NHL was calculated from set A and B. Scatter plot with Z-scores for set A and B. A list of six highest scored RNA 7-mers are depicted. **(D)** Normalized microscale thermophoresis data of Brat NHL–binding curves for BRAT1 and Mei-P26 SEQ3 and SDS–PAGE gel from Brat NHL purification. Binding curve for Brat NHL with estimated K_d_ was marked in solid line, whereas binding with K_d_ > 5 μM was presented as experimental points. K_d_ was calculated from three independent experiments (n = 3). Source data are available online for this figure.

### Mei-P26 NHL recognizes U-rich RNA sequences

To gain further insight into the sequence specificity of Mei-P26 NHL, we used recently developed algorithms (35) to re-analyze the data from RNAcompete experiments previously carried out by the Hughes and Morris groups (6). We sought to obtain a complete list of oligonucleotide sequences that may interact with the NHL domain of Mei-P26, as an initial step of defining Mei-P26 NHL targets. In our analyses, we used a previously generated library of almost all possible 7-mer oligonucleotide fragments that have been tested for binding to purified GST-tagged Mei-P26 NHL (6). The relative binding of each of the sequences is presented as a Z-score calculated from a dataset computationally separated into two subsets termed Set A and Set B and for a combined subsets A + B. Consensus motifs recognized by Mei-P26 NHL (Fig 2A) were calculated from the 10 top-scored sequences of 7-mer motifs. Of note, we performed the same control analysis for the Brat NHL domain and subsequently confirmed the binding of its RNAcompete-driven consensus motif (BRAT1: UUGUUAA) using MST (Fig S3C and D). Our data are consistent with previously published results (6) and show that Mei-P26 NHL preferentially binds oligonucleotides including three or more consecutive uridines commonly with additional adenine and/or cytosine residues at the 3′ end of the sequence.

**Figure 2.**
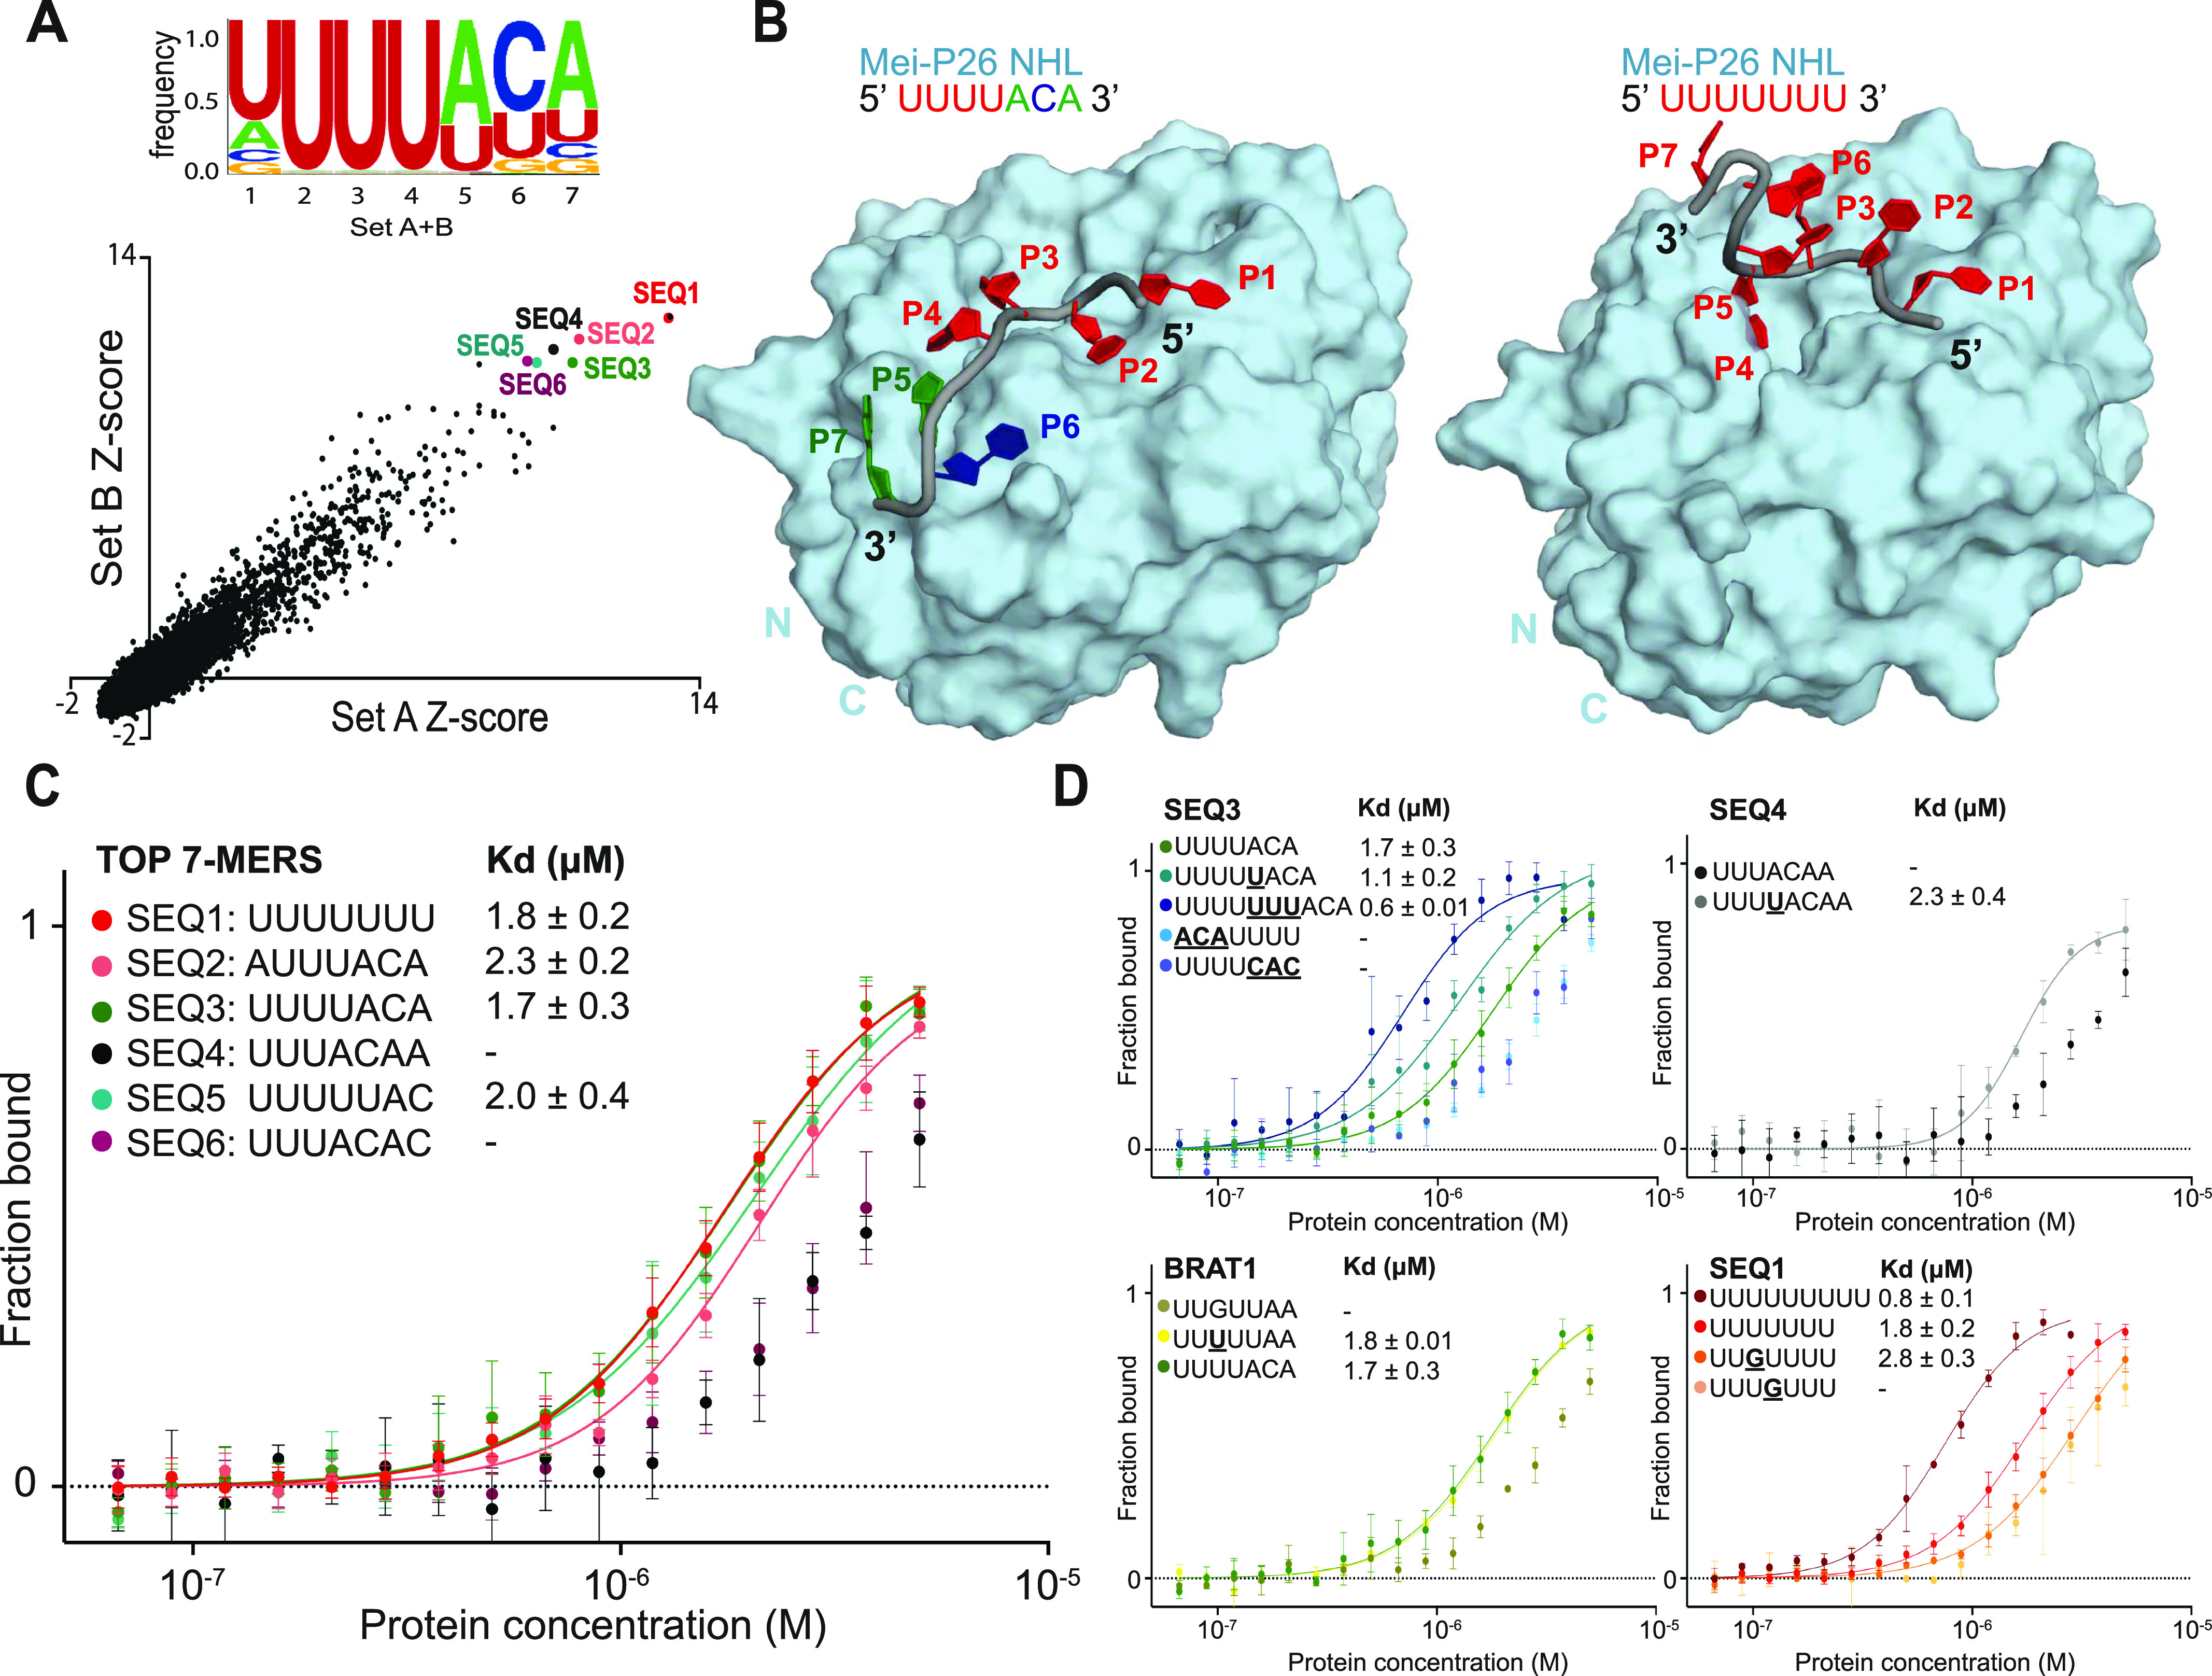
The Mei-P26 NHL domain specifically recognizes single-stranded, U-rich RNA motifs. **(A)** Analysis of the Mei-P26 NHL RNAcompete data. Scatter plot representing Z-scores for two halves of the RNA pool (set A and set B) shown at the bottom; six highest scoring 7-mers were highlighted in color in right corner of the plot. The consensus motif derived from the indicated sequence motifs is indicated at the top. **(B)** Comparison between the Mei-P26 NHL in complex with UUUUACA (left) and UUUUUUU (right) (color-coded RNA sequences depicted at the top). The complexes were computationally modeled using molecular dynamics simulations by introducing oligonucleotides onto the surface of the Mei-P26 NHL domain. **(C, D)** Microscale thermophoresis–binding studies of the NHL domain to the six highest scoring 7-mer sequences (C), variants thereof, or the motif recognized by the closely related protein Brat (D). K_d_ values at least three independent experiments (n ≥ 3). Microscale thermophoresis–binding curves for protein-oligonucleotide complexes with calculated K_d_ were marked in solid lines, curves with K_d_ > 3 μM were presented as experimental points.

### Modeling of the NHL–RNA complexes

To better understand the mechanistic nature of RNA binding, we performed molecular dynamics (MD) simulations for the NHL domains of Mei-P26 and Brat with the U-rich RNA sequences derived from RNAcompete (Figs 2B, S4, and S5). Initial models of Mei-P26 in complex with RNA (SEQ1: UUUUUUU, SEQ3: UUUUACA, or BRAT1: UUGUUAA) were generated by modeling the RNA to reflect the conformation of the UUGUUGU nucleotide bound to the Brat NHL domain (PDB ID: 5EX7). According to our analysis, SEQ3 binds most stably to the Mei-P26 NHL domain and converges into a well-defined conformation (Figs 2B and S4). Simulations with the top-scored polyU oligonucleotide (SEQ1) and the inverted SEQ3 sequence (ACAUUUU) resulted in much higher RMSD values, indicating a weaker fit in comparison to the SEQ3 RNA (Fig S4A). The top five clusters obtained by the MD simulations with SEQ3 are much more similar to each other than any of them compared with the clusters obtained with SEQ1. Moreover, we observed lower variance in the 3′ region and more structural heterogeneity of the 5′-RNA docking site between the individual clusters of the Mei-P26:UUUUACA models (Fig S4B). Together, our simulations emphasize the importance of the ACA trinucleotide anchor adjacent to poly-uridine stretches for Mei-P26 RNA recognition (Figs 2B and S4). Although similar affinities were determined for both oligonucleotides (Figs 2C and S6), an elevated value for the polyU could have been indirectly caused by the so called avidity effect (36) (Fig 2D). This effect describes a scenario where an individual binding event increases the probability of additional interactions occurring in its close proximity leading to the enhancement of observed Kd value. Therefore, the avidity refers to the synergistic accumulation of multiple affinities, whereas the affinity itself describes a strength of a single interaction.

**Figure S4.**
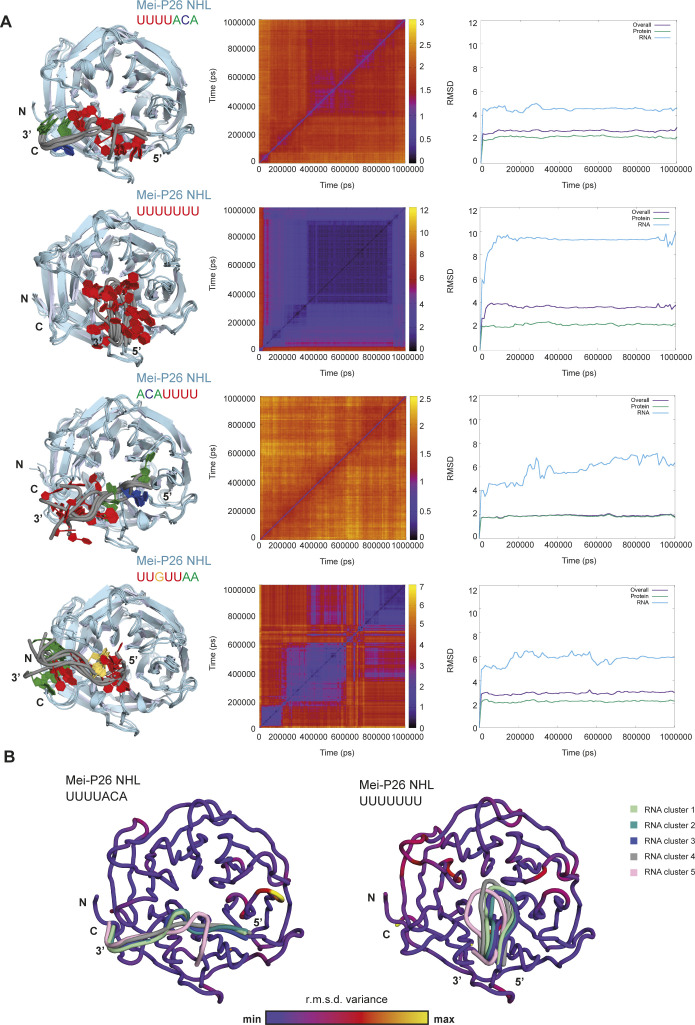
Molecular dynamics simulations of Mei-P26 NHL–RNA complexes. **(A)** Molecular dynamics simulations of Mei-P26 NHL domain in complex with different RNAs. The MeiP26 NHL domain was simulated with SEQ3: UUUUACA, SEQ1: UUUUUUU, inverted SEQ3: ACAUUUU and BRAT1: UUGUUAA. For each of these simulations, the left panel shows the superposition of representative models from the top five clusters during a 1 µs molecular dynamics (MD) simulation. The heat map of pairwise root mean square deviation (r.m.s.d.) of different frames, with points are colored based on the r.m.s.d. (in Å^2^) values during the MD simulations are shown in the middle panel. The right panels show the r.m.s.d. maps of different frames with respect to the starting frame of the simulation. **(B)** A maximum likelihood superposition of the top five clusters from MD simulations of Mei-P26 models with SEQ3 (left panel) and SEQ1 (right panel) obtained from Theseus (blue color indicates little variance, whereas yellow the maximum variance). Individual RNAs of the top five clusters were marked with different colors.

**Figure S5.**
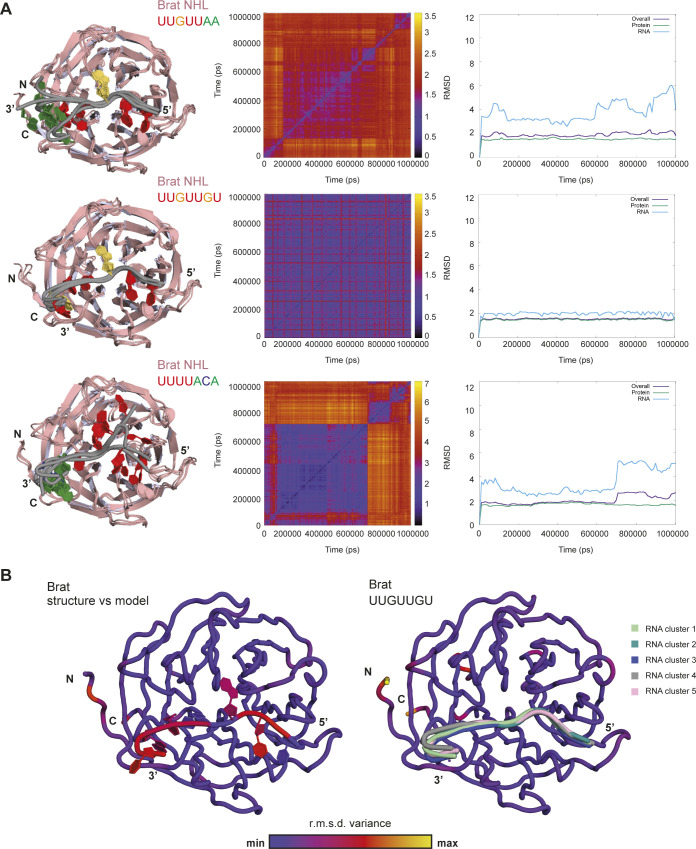
Molecular dynamics simulations of Brat NHL–RNA complexes. **(A)** Molecular dynamics simulations of Brat NHL domain in complex with different RNAs. The Brat NHL domain was simulated with BRAT1: UUGUUAA, co-crystallized sequence UUGUUGU (PDB ID: 5EX7) and SEQ3: UUUUACA. For each of these simulations, the left panel shows the superposition of representative models from the top five clusters during a 1 µs molecular dynamics (MD) simulation. The heat map of pairwise root mean square deviation (r.m.s.d.) of different frames, with points are colored based on the r.m.s.d. (in Å^2^) values during the MD simulations are shown in the middle panel. The right panels show the r.m.s.d. maps of different frames with respect to the starting frame of the simulation. **(B)** A maximum likelihood superposition of Brat NHL crystal structure (PDB ID: 5EX7) with Brat model (left panel) and the top five clusters from MD simulations of Brat model for crystal structure with UUGUUGU (PDB ID: 5EX7) (right panel) obtained from Theseus (blue color indicates little variance, whereas yellow the maximum variance). Individual RNAs of the top five clusters were marked with different colors.

**Figure S6.**
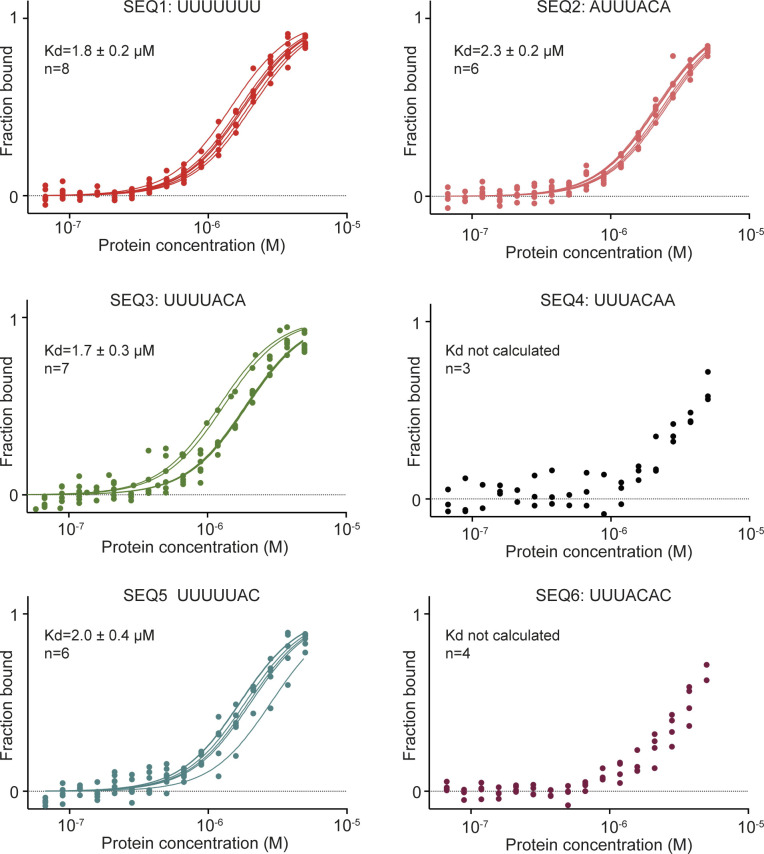
Microscale thermophoresis measurements for Mei-P26 with SEQ1-6. Results of single microscale thermophoresis experiments for Mei-P26–binding to oligonucleotides SEQ1-6 with depicted calculated averaged K_d_ and number of replicates (n) for each measurement.

In summary, our in silico analysis, together with RNAcompete results, suggests that Mei-P26 NHL may use various mechanisms to interact with different RNA sequences despite similar binding constants. In detail, it seems to recognize specific sequence in ssRNA, but also may have ability to interact with U-rich sequences in rather unspecific manner. To obtain a relative comparison between models and crystal structures using the same modeling restraints, we performed three control MD simulations of the Brat NHL protein with both the Brat NHL and the Mei-P26 NHL top-scoring sequences from the RNAcompete experiment (BRAT1: UUGUUAA, SEQ3: UUUUACA) and the co-crystallized UUGUUGU nucleotide (PDB ID: 5EX7) (Fig S5A). Interestingly, the Brat NHL top-scoring sequence (BRAT1) from the RNAcompete experiment showed a relatively similar RMSD profile to the Mei-P26 NHL top-scoring sequence (SEQ3). Even if the model of crystallized Brat: UUGUUGU complex shows the lowest RMSD in comparison to the starting model, we still observed a slight structural divergence from the obtained crystal structure (Fig S5B). Strikingly, the MD simulations for both Mei-P26 NHL:SEQ3 and Brat NHL:BRAT1 complexes are of a similar range (Figs S4 and S5), but to show the atomic importance of individual residues the obtained models cannot substitute the crystal structures. Notably, the RMSD profile of Brat NHL:SEQ3 increases later during simulations, whereas the Mei-P26 NHL:SEQ3 complex remains stable, indicating that the ACA trinucleotide does not adapt well to the Brat NHL surface. During the simulation of the Brat-BRAT1 complex, the guanosine nucleotide remains in a stable interaction with the binding pocket further supporting its essential role in sequence-specific RNA recognition by Brat. Hence, our computational analyses support the premise that Mei-P26 and Brat have very distinct RNA recognition modes.

### Experimental characterization of the RNA target specificity of Mei-P26 NHL

Next, we set out to experimentally validate the target predictions and performed in vitro binding experiments using the six top ranked RNA sequences. Our results show that untagged Mei-P26 NHL interacts with four of the identified 7-nt RNA oligonucleotides at affinities that would be expected for specific but transiently associated RBPs (Figs 2C and S6). Among the identified sequences, Mei-P26 NHL showed the highest affinities towards SEQ3 (K_d_ 1.7 μM) and polyU (K_d_ 1.8 μM). Mei-P26 NHL also exhibited measurable affinities to the SEQ2 and SEQ5 RNA oligonucleotides but binding to SEQ4 and SEQ6 was reduced. Limited solubility of purified Mei-P26 NHL protein at higher concentrations did not allow determination of the dissociation constants for these oligonucleotides. These data demonstrate sequence-specific recognition and discrimination by the Mei-P26 NHL domain.

To gain further insights into the RNA sequence preferences of Mei-P26 NHL, we systematically altered individual positions and features of oligonucleotides identified as Mei-P26 NHL ligands. First, we added uridine nucleotides at the 5′ end of SEQ3, which resulted in an increased binding affinity (Fig 2D). This observation agrees well with the finding that Mei-P26 NHL also displays an increased affinity towards extended polyU sequences (e.g., U_9_; Fig 2D). Of note, NHL domains usually bind to relatively short RNA motifs and specifically recognize only a few nucleobases. For instance, the NHL domain of Brat establishes contacts with only six consecutive bases (6), whereas Lin41 only recognizes two nucleobases and makes most of its contacts via the ribose-phosphate backbone (3). Hence, we assume that the NHL domain of Mei-P26 also recognizes a short stretch of bases (Figs 2B and S4). Furthermore, we created an inverted SEQ3 oligonucleotide (ACAUUUU; Fig 2D), which exhibited decreased affinity and indicated the necessary 5′ to 3′ directionality of the motif. Analysis performed with a UUUUCAC sequence also displayed significantly lower affinity further indicating the importance of the ACA anchor (Fig 2D). We also managed to convert a poor substrate (UUUACAA) into a substrate able to be bound by the addition of a single U nucleotide (**U**UUUACAA), highlighting the necessity of at least four consecutive uridines. Conversely, insertion of a guanosine nucleotide at asymmetric and symmetric positions into the polyU sequence (SEQ1) reduced the affinity to Mei-P26 (Fig 2D). Extending SEQ1 by two additional uridines, lead to the observation of increased affinity, illustrating the aforementioned avidity effect for polyU sequences (36) (Fig 2D). In summary, our results show sequence-specific RNA recognition by the Mei-P26 NHL domain and confirm computational predictions based on the RNAcompete data.

### Identification of key residues involved in RNA recognition

The comparison of the Mei-P26 and Brat NHL domain structures prompted us to analyze the key features of these domains involved in sequence-specific RNA recognition. The models of the Mei-P26 NHL domain in complex with different RNA ligands (Fig S4) allowed high confidence prediction of surface areas and individual amino acids important for RNA binding. We predicted Arg1017 to be in close proximity to the first base (U1) that could stack with Y999 (Fig 3A). Lys1172 and Arg1175 are predicted to be in hydrogen bonding distance to the fourth and sixth base (U4, C6) of the RNA substrate, respectively. Moreover, in our MD experiment for Mei-P26 with SEQ3, Arg1175 was predicted to interact with the second, third, fourth and fifth base (U2, U3, U4, and A5), whereas Arg1150 is likely to interact with A5, C6, and A7. Importantly, for Mei-P26 simulations with polyU, we did not observe an interaction of K1172 and R1150 with the RNA, suggesting that they might be involved in the recognition of the ACA anchor of the target RNAs. The docking analyses both emphasize the importance of the positively charged surface patch for RNA binding and highlight the potential contributions of three flexible loop regions that contain several positively charged residues. To confirm this hypothesis, we generated variants of Mei-P26 NHL carrying alanine substitutions of the individual residues (Mei-P26 NHL_Y999A_, Mei-P26 NHL_R1017A_, Mei-P26 NHL_K1172A_, and Mei-P26 NHL_R1175A_), combinations thereof (Mei-P26 NHL_K1172A/R1175A_, Mei-P26 NHL_R1150A/K1172A/R1175A_ [Mei-P26^RKR^]) and deletions of the longest identified loop region (Mei-P26 NHL_ΔP1169-R1175_). Finally, we also substituted core residues in the center of the positively charged cavity (Mei-P26 NHL_R1001A/K1002A/K1192A_). All variants were individually expressed in insect cells, purified and subjected to thermal shift assays to confirm proper folding and stability. With the exceptions of substitutions of Tyr999 (Mei-P26 NHL_Y999A_) and residues in its proximity Arg1001 and Lys1002 (Mei-P26 NHL_R1001A/K1002A/K1192A_), which strongly destabilized the domain or led to protein degradation (Fig S7A and B), all variants showed purity and stability parameters comparable to the wild-type Mei-P26 NHL protein (Figs 3B and S7A and B). We tested all stable Mei-P26 NHL variants in RNA interaction assays and observed severely compromised or even complete loss of complex formation with SEQ3 (Fig 3C). To understand whether some of the variants exhibit different motif and sequence specificity, we also tested their binding to a polyU oligonucleotide (U_9_ and U_16_). Most of the variants still associate with the polyU oligonucleotides, albeit with reduced affinity (Fig 3D). Of note, our MD simulation indicated that Arg1175 participates exclusively in SEQ3 binding, but appears dispensable for polyU binding. The substitution of Arg1175 indeed strongly reduces Mei-P26 NHL ability to recognize the SEQ3 sequence, but shows only minor influence on its interaction with U_9_. In contrast, residue Arg1017 that seems to stabilize U1 in both simulations likewise strongly contributes to the binding of both, SEQ3 and U_9_. These data experimentally indicate that Mei-P26 might use different modes of RNA recognition for the association with different RNA motifs. Furthermore, we show that simultaneous substitution of residues R1150A, K1172A and R1175A fully abolishes the binding to any of the RNA sequences tested. In addition, in MD simulations performed for Mei-P26 NHL_R1150A/K1172A/R1175A_ with U_7_ sequence the unstable binding where observed, whereas in the case of UUUUACA sequence, the ACA part was poorly fitted into the protein binding pocket (data not shown). Therefore, our findings are consistent with the MD simulations and conclude that R1150 and K1172 residues are responsible for anchoring the ACA trinucleotide, whereas R1175 stabilizes the uridine tract. In summary, our results identify particular amino acid residues critical for RNA recognition.

**Figure 3.**
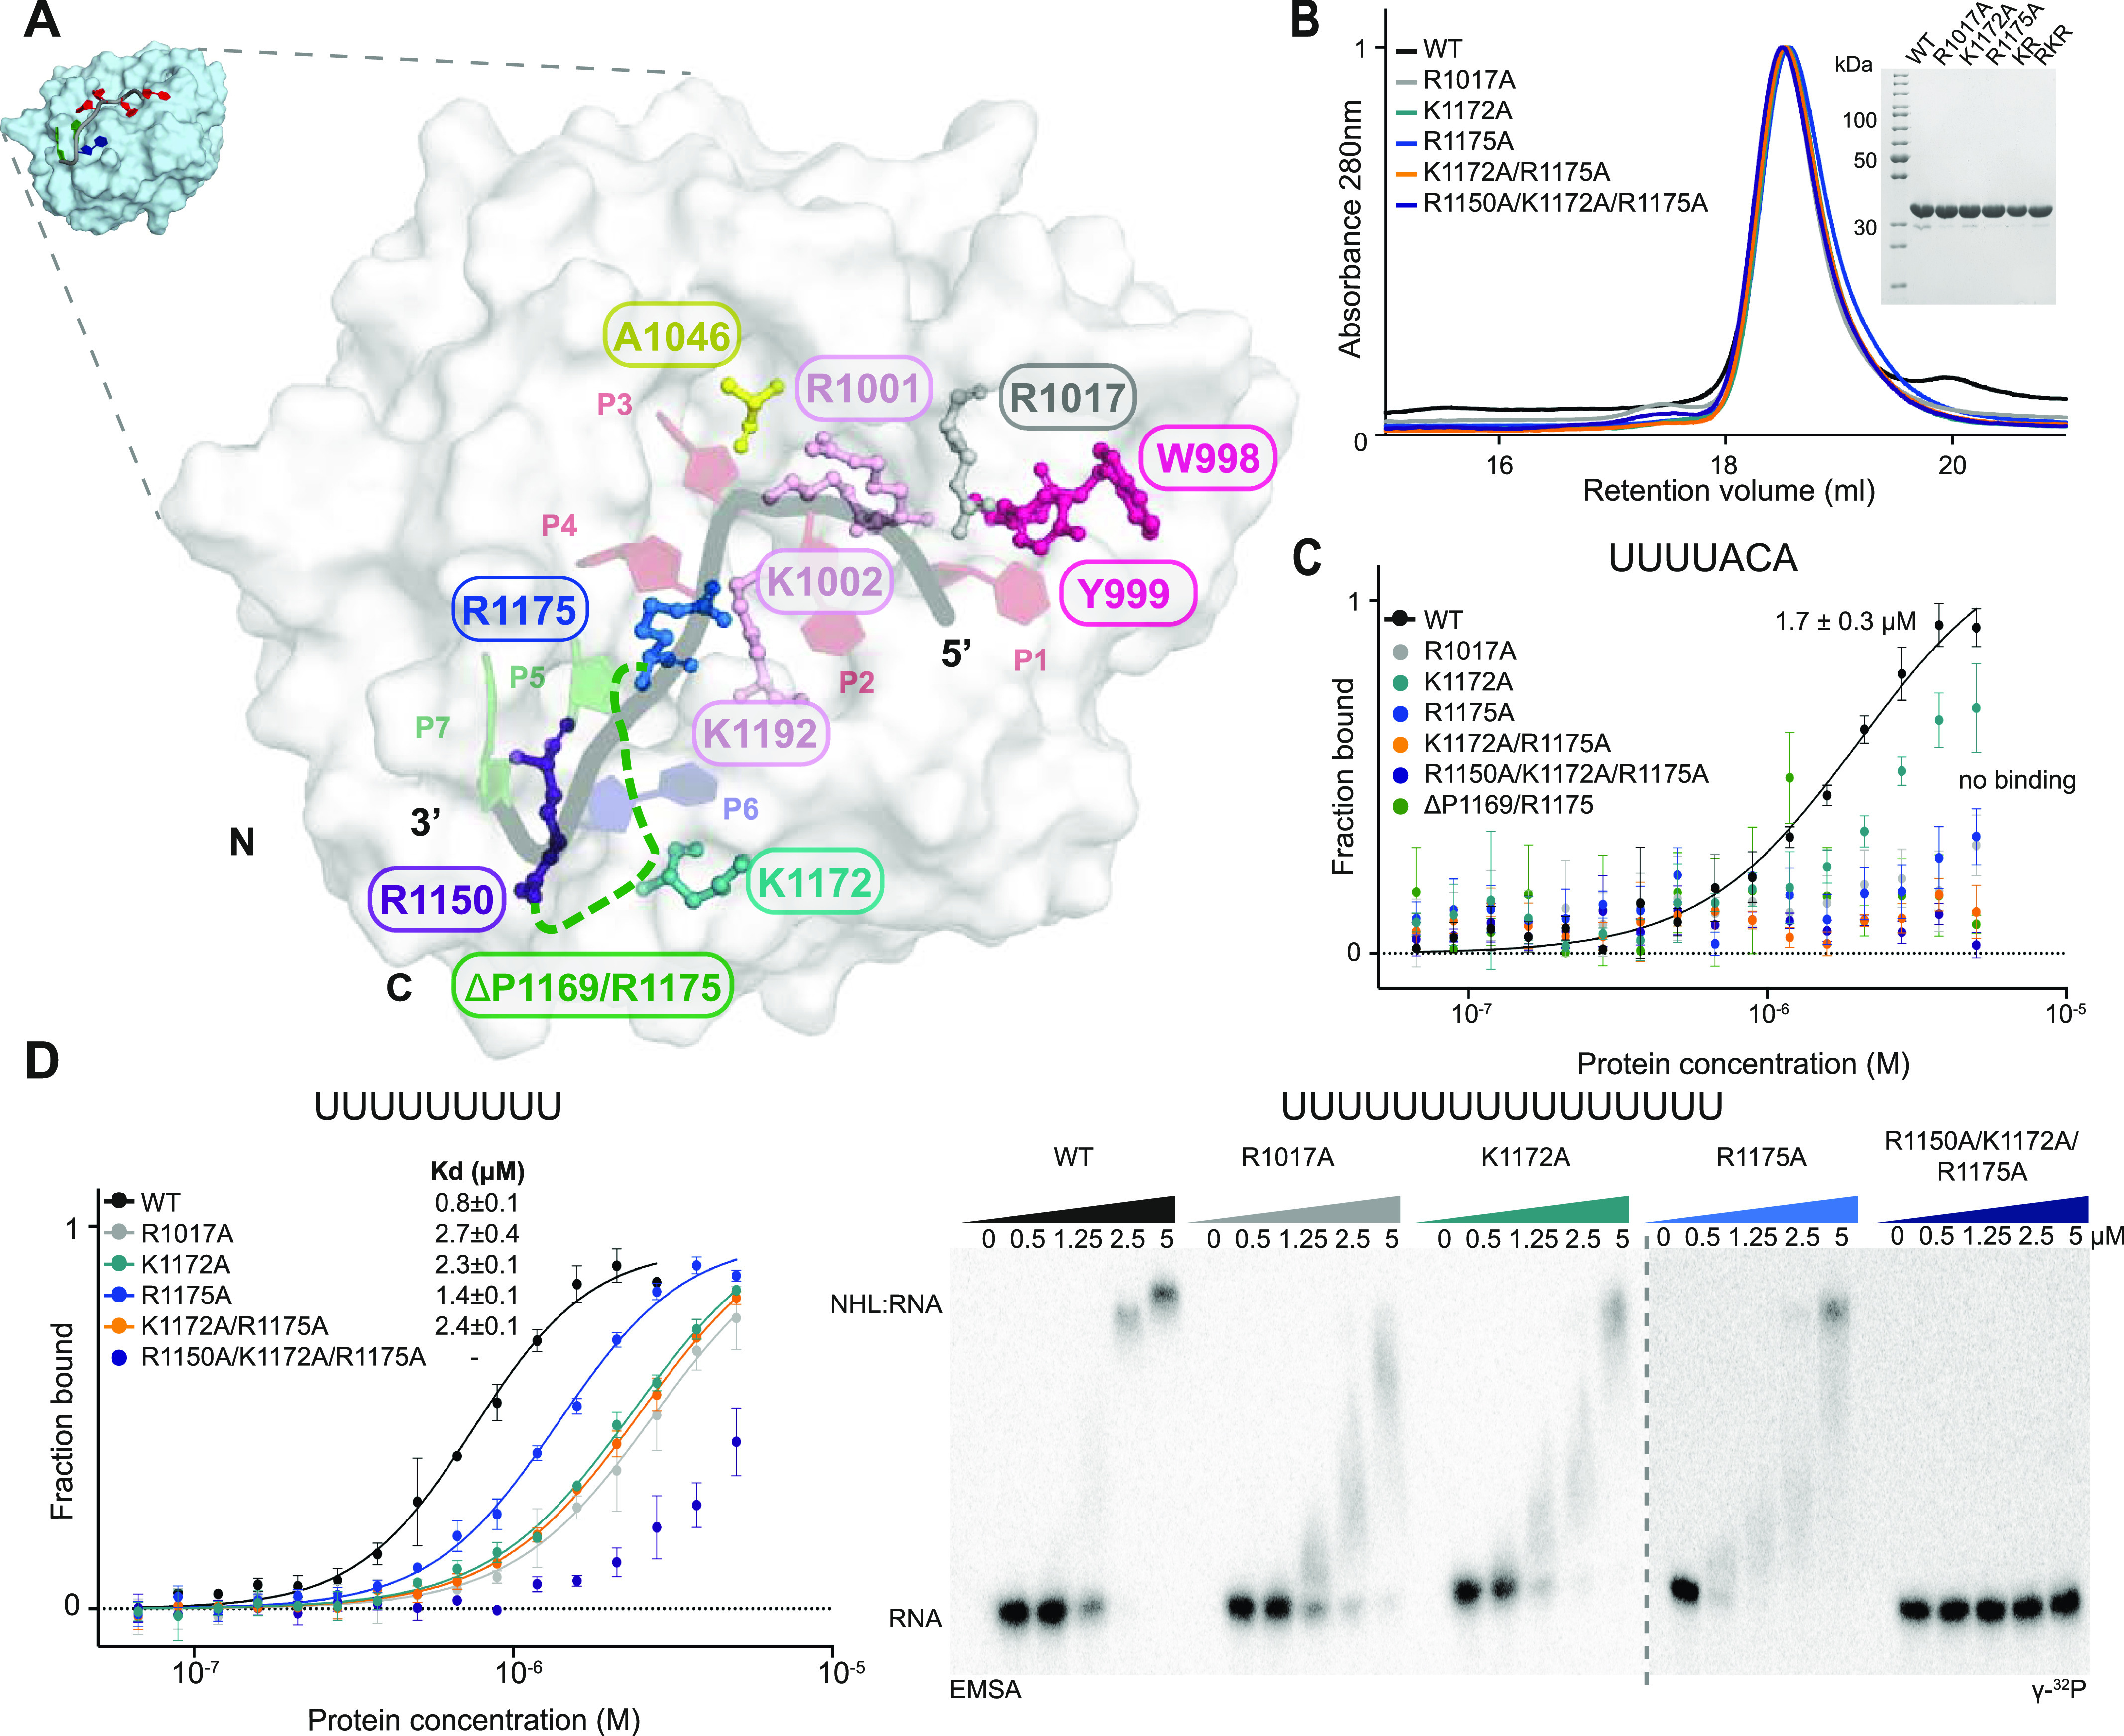
Identification of amino acids in the NHL domain important for RNA binding. **(A)** Model of the Mei-P26 NHL domain in complex with a UUUUACA RNA sequence. Select amino acids predicted to be in close proximity to the RNA are highlighted. **(B)** Size exclusion chromatography profile and SDS–PAGE gel for selected Mei-P26 mutated variants. Abbreviations for K1172A/R1175A (KR) and R1150A/K1172A/R1175A (RKR) are used in the inset. **(C, D)** Microscale thermophoresis (panels C and D [left]) or EMSA-based (panel D [right]) in vitro binding analyses of the recombinant NHL domain or variants thereof (as indicated in each graph) to RNA oligonucleotides with the sequence UUUUACA (C), U_9_ (D [left]), or U_16_ (D [right]). Dissociation constants (K_d_) were calculated from three independent experiments (n = 3). Source data are available online for this figure.

**Figure S7.**
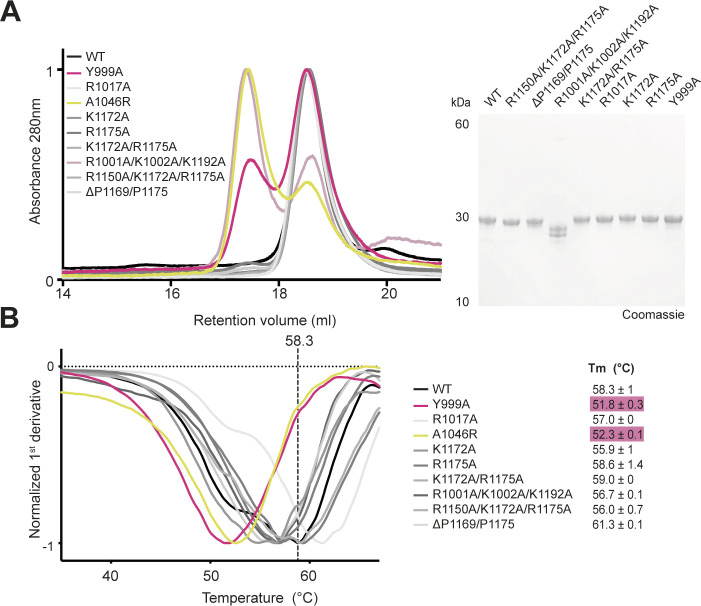
Purification and biophysical characterization of Mei-P26 NHL protein variants with amino acid substitutions. **(A)** Elution profiles of the wild-type Mei-P26 NHL domain (wt) and variants thereof (color coded, legend on the top left) after separation via a Superdex 200 Increase column and SDS–PAGE analyses of the individual recombinant proteins after purification. **(B)** Analyses of thermal stability of the individual recombinant proteins (plotted are the first derivatives of the data obtained from thermal shift assays). Color code as in panel (A). Melting temperatures (T_m_) were calculated from three technical replicates (n = 3) and are given for each protein; vertical dashed line indicates the T_m_ for wt Mei-P26 NHL (58.3°C). Source data are available online for this figure.

We also tested binding of Mei-P26 NHL to the consensus Brat recognition sequence (UUGUUAA, BRAT1), which we obtained from the RNAcompete data (Fig S2) and which we used in our MD simulations (Fig S4). Whereas this RNA was only weakly bound by Mei-P26, a single substitution from G to U (BRAT_**mut**_UU**U**UUAA; Fig 2D) generated a Mei-P26–like sequence motif and allowed binding. Similarly, in our experiments, Brat NHL weakly interacts with Mei-P26 SEQ3, demonstrating the specificity of its NHL domain (Fig S3A). In the NHL domain of Brat, a single-point substitution (R875A) located in the center of the positively charged surface area impairs binding to the target sequence in the 3′ UTR of the *hunchback* (*hb*) mRNA (32). In Mei-P26, the corresponding residue at the same position is already an alanine (Ala1046) (Fig S8A and B). In an attempt to mimic Brat, we replaced the alanine with arginine (A1046R) in the Mei-P26 NHL domain. The substitution resulted in an overall destabilization of the domain and its failure to bind RNA (Figs S7B and S8C).

**Figure S8.**
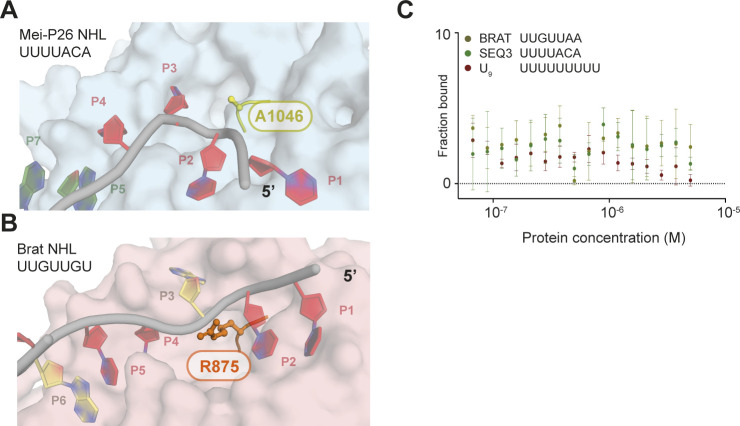
Differences in ssRNA sequence specificity between Mei-P26 and Brat NHL domains. **(A)** Modeled Mei-P26-NHL–RNA complex with Ala in position 1046 (yellow). **(B)** Brat-NHL–RNA structure with Arg in position 875 (orange). **(C)** RNA binding analyses of the A1046R variant using as a substrate either the BRAT1, SEQ3, or a U_9_ RNA by microscale thermophoresis assay.

### Identification of Mei-P26 target mRNAs by iCLIP

To identify cellular RNA targets of Mei-P26, we performed individual-nucleotide resolution UV crosslinking and immunoprecipitation (iCLIP2 (37)) experiments. 

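iCLIP2 marks the nucleotide at which UV light joined an RNA to the immunoprecipitated protein, because reverse transcription tends to end there and each cDNA then points to 1 position. S2 cells were transfected for 48 h with 15 µg DNA per dish encoding FLAG-tagged full-length Mei-P26 or its FLAG-tagged NHL domain. Non-transfected cells served as control by the methods and the sample labels, whereas the treatment text shared by all samples names proteins with RNA-binding substitutions as control. Each of the 3 groups had 3 biological replicates. The methods give a UV dose of 120 mJ/cm² and the sample labels one of 300 mJ/cm². The authors removed PCR duplicates, aligned the reads to the D. melanogaster genome of Ensembl release 98 and processed each replicate separately with iCount. Their deposited counts are the numbers of distinct cDNAs at each crosslinked nucleotide, without normalization, beside lists of significant peaks and of clusters of neighbouring peaks. The peaks are the positions with a false discovery rate below 0.05, apart from full-length replicate 3, where 1892 of 1895 peaks are. Replicates 1, 2 and 3 of the full-length protein held 14685, 1878 and 21831 cDNAs, those of the NHL domain 4321, 7947 and 40032, and those of the control 1252, 1160 and 849. The means were 12798 ± 10109 (SD, n = 3), 17433 ± 19655 and 1087 ± 211 cDNAs. Every bait library exceeded every control library (two-sided exact permutation test, p = 0.1 for each bait, the smallest that 3 against 3 allow). The ratio of the means to that of the control was 11.8 for the full-length protein and 16.0 for the NHL domain, and the latter was 5.64 without NHL domain replicate 3. In each library, 87.4% to 96.4% of the crosslinked positions held a single cDNA. For comparisons between groups, cDNAs were summed over each gene as the files annotate the positions, and edgeR's quasi-likelihood test was fitted to all 9 libraries at once. A position inside several genes counted for each of them, so overlapping genes share cDNAs. The filter on low counts left 73 genes, which held 28.0% of the cDNAs on genes. Intervals and floors given for single counts cover counting error only.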

As *Drosophila* tissues that express Mei-P26 are not readily accessible for biochemical experimentation such as iCLIP, we turned to cultured *Drosophila* Schneider 2 (S2) cells as a model system. S2 cells have been frequently and successfully used to study gene regulation processes that are operating in select, specialized tissues or cells (such as the germline or neurons), or that occur during specific developmental stages (6, 38, 39). Moreover, these cells have served to identify the mRNA targets of numerous RNA-binding proteins using CLIP or related methodology (40, 41, 42).

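The gene mei-P26, listed as FBgn0026206, lies on the plus strand of chromosome X in the coordinates of Ensembl release 98. Replicates 1, 2 and 3 of the non-transfected S2 cells gave 3, 6 and 11 cDNAs on it, a mean of 68.4 ± 54.7 per 10000 cDNAs (SD, n = 3). Of these 20 cDNAs, 18 lay between positions 9169599 and 9170780 (90%, exact 95% confidence interval 68.3% to 98.8%). This stretch of 1182 nt holds the central 95% of the mei-P26 cDNAs of cells transfected with the NHL domain.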

S2 cells express only low levels of mRNAs encoding Mei-P26 (43), suggesting that endogenous Mei-P26 protein is not abundant. 

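In the transfected cells, mei-P26 cDNAs also derive from the plasmids, so their place in the gene checks the labels. The full-length libraries gave 506, 26 and 266 mei-P26 cDNAs, and the NHL domain libraries 58, 90 and 424. In the NHL domain libraries, 544 of 572 (95.1%) lay in the stretch of 1182 nt, a share that its definition fixes. The central 95% of the full-length cDNAs spans 4159 nt, and 165 of the 798 full-length cDNAs (20.7%) lay in the stretch of 1182 nt. Full-length replicate 2 had 15 of its 26 cDNAs there (57.7%, exact 95% confidence interval 36.9% to 76.6%), against 19.0% and 20.3% in replicates 1 and 3. After normalization by edgeR's TMM method, mei-P26 was higher in every full-length library than in every control library. The log2 fold change was 2.57 (standard error 0.56, adjusted p = 9.12e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without full-length replicate 1 it was 1.87, and with total cDNAs and no TMM it was 1.70, both not past the threshold. Per 10000 cDNAs, full-length replicate 3 had 122 and control replicate 3 had 130, so the groups overlap when scaled to all cDNAs alone. For the NHL domain the log2 fold change against the control was 0.85 (standard error 0.56, adjusted p = 0.521 from the same edgeR test). It was 2.07 without control replicate 3, not past the threshold, and past it without the filter (2.40) and without library sizes (4.81). Act5C (FBgn0000042, chromosome X, plus strand), whose promoter the plasmids carry, had 126 cDNAs in the full-length libraries, 121 in the NHL domain libraries and 0 in the control. Against a floor of 3 counts over the control group, its rate was at least 3.57-fold higher with the full-length protein and at least 2.51-fold higher with the NHL domain.

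**Figure D1:**
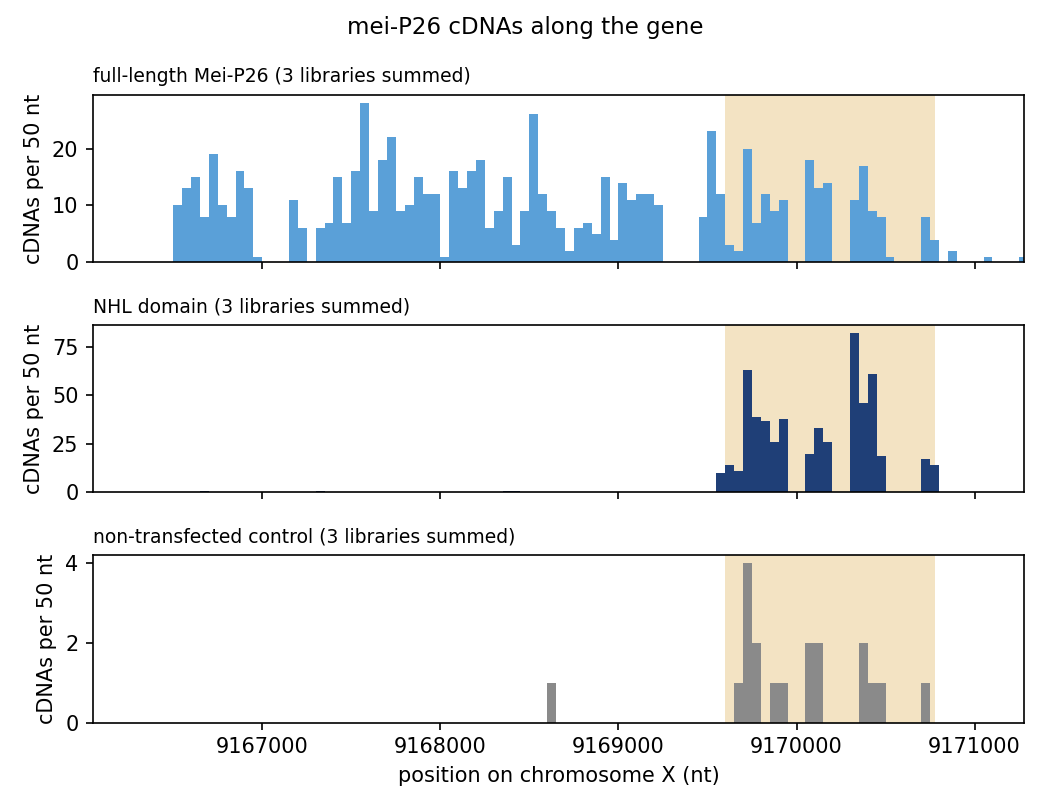
cDNAs per 50 nt along mei-P26 on chromosome X, summed over the 3 libraries of each group, with the stretch from 9169599 to 9170780 shaded. The shaded stretch was set to hold the central 95% of the NHL domain cDNAs, so their share in it (95.1%) is fixed. The control cDNAs gather in it (90% of them), while those of the full-length protein spread along the gene.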

To overcome this limitation, we transfected constructs encoding FLAG-tagged proteins as bait for the iCLIP experiments. We used full-length Mei-P26 protein, its NHL domain (aa 908–1,206), or the respective derivatives thereof that carry substitutions that impair RNA binding (R1150A, K1172A, and R1175A, Fig S9A). As expected, compared with the wild-type counterparts, variants with substitutions immunoprecipitate strongly reduced amounts of RNA (Fig S9B).

**Figure S9.**
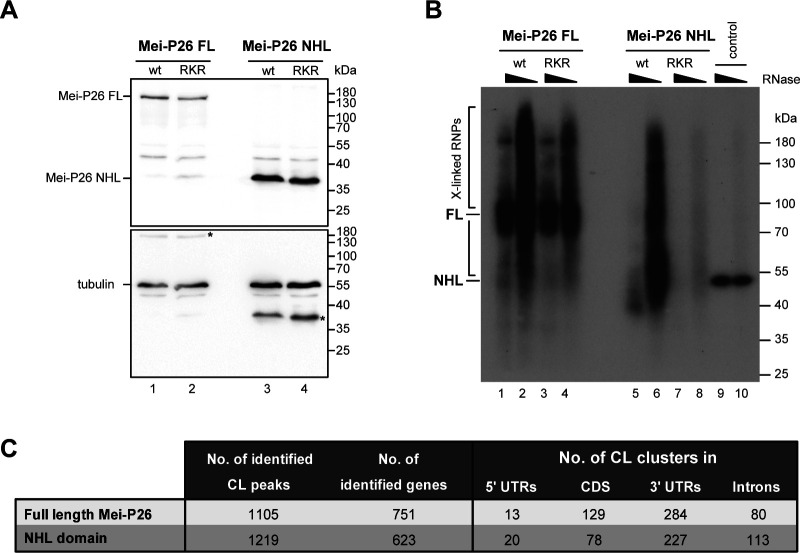
Individual-nucleotide resolution UV crosslinking and immunoprecipitation (iCLIP) of Mei-P26. **(A)** Analysis of cultured *Drosophila* Schneider 2 cells transfected with plasmids encoding full-length Mei-P26 (lanes 1 and 2) or the NHL domain only (lanes 3 and 4). Lanes marked RKR represent samples with expression of protein constructs that carry the R1150A, K1172A, and R1175A substitutions. Molecular weight markers (in kD) are indicated on the right. Western blotting was performed with an antibody directed against the FLAG tag of the transfected constructs (top panel). Bottom panel: re-probing of the same membrane with an antibody directed against tubulin as a control (bottom panel). Asterisks indicate leftover signals from the anti-FLAG blot after stripping of the membrane and re-probing. **(B)** Analysis of immunopurified, UV-crosslinked Mei-P26 ribonucleoprotein complexes. *Drosophila* Schneider 2 cells were transfected with constructs encoding FLAG-tagged Mei-P26 full-length protein (FL), its NHL domain only (NHL), or the respective RKR mutant derivatives thereof (FL in lanes 3 and 4, NHL domain in lanes 7 and 8). Immunopurified RNP complexes were subjected to a limited ribonucleolytic digestion with different amounts of RNase I (as indicated above each lane), and radioactively labeled. Nucleic acids covalently crosslinked to the respective proteins reduce their gel mobility, resulting in a smear visible in the autoradiography of the membrane after transfer (as indicated on the left). Molecular weight markers (in kD) are indicated on the right. **(C)** Summary of the iCLIP results obtained with full-length Mei-P26 protein or its NHL domain as baits. Numbers are provided for identified crosslink clusters and genes that contain the clusters, along with their respective locations within transcription units. 5′ UTR, 5′ untranslated region; CDS, coding sequence; 3′ UTR, 3′ untranslated region. Source data are available online for this figure.

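The files hold 359, 57 and 690 clusters for replicates 1, 2 and 3 of the full-length protein, 115, 321 and 784 for the NHL domain, and 33, 26 and 26 for the control. Relative to depth, these were 28.8 ± 3.82 clusters per 1000 cDNAs (SD, n = 3) for the full-length protein, 28.9 ± 10.6 for the NHL domain and 26.5 ± 4.11 for the control. Two-sided exact permutation tests separated neither bait from the control (p = 0.6 and p = 0.8, with 0.1 the smallest that 3 against 3 allow). Clusters took up 12.1 ± 4.02% of the cDNAs with the full-length protein, 25.7 ± 4.25% with the NHL domain and 7.72 ± 2.08% in the control. Every NHL domain library lay above every control library in this share (exact permutation test, p = 0.1), and the full-length libraries overlapped with the control (p = 0.3 from the same exact test). With every library thinned to 849 cDNAs, 14.1 ± 6.74% of the full-length cDNAs had another cDNA within 20 nt, against 26.3 ± 3.05% for the NHL domain and 21.3 ± 7.22% for the control (exact permutation tests against the control, p = 0.3 and p = 0.4).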

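A gene was counted when at least 1 of the authors' clusters lay in it in at least 1 replicate. This gave 799 genes for full-length Mei-P26 and 770 for the NHL domain, of which 752 and 629 were protein-coding. Every gene of the paper's Supplemental Data 1 is among them. The genes found only in the files are mostly not protein-coding, 43 of 48 for the full-length protein and 140 of 147 for the NHL domain. A single replicate carried the cluster in 681 of the full-length genes (85.2%) and in 601 of the NHL domain genes (78.1%). When clusters had to recur within 50 nt in at least 2 replicates, the counts were 87 and 160 genes. Without full-length replicate 3 the full-length count was 328, and without NHL domain replicate 3 the NHL domain count was 350. A control library also held a cluster in 43 of the full-length genes (5.38%) and in 38 of the NHL domain genes (4.94%). The shallow control libraries held clusters in 79 genes in all, which caps these shares, so they are not background fractions. Chromosomal origin was examined for the genes with clusters of both baits, against the 1804 genes with at least 10 cDNAs over the bait libraries. Chromosome arms 2L and 2R held 57 and 70 of 275 such genes, where 48.0 and 59.9 would match the background. Arms 3L and 3R held 43 and 49, against 52.6 and 59.5, and chromosome X held 44, against 45.7. A permutation test of the chromosome labels gave p = 0.122. Against all protein-coding genes the permutation test gave p = 5.80e-04, with 4 mitochondrial genes where 0.233 would match the background and 4 genes on chromosome 4 where 1.43 would.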

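Summed over whole genes, 5 of the 73 tested genes differed between full-length Mei-P26 and the non-transfected control in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Beside mei-P26 and Act5C, sty (FBgn0014388, chromosome 3L, minus strand) was higher, with a log2 fold change of 3.10 (standard error 0.72, adjusted p = 9.17e-04 from the edgeR test). It was not past the threshold without control replicate 3 (log2 fold change 2.67). The small nucleolar RNAs snoRNA:Psi18S-1347a and snoRNA:Tudor-SN-a were lower, with log2 fold changes of -2.54 and -2.21 (standard errors 0.71 and 0.67, adjusted p = 0.00978 and 0.0188 from the edgeR test). Both calls were lost without full-length replicate 1 or 3 and without control replicate 2 or 3. For the NHL domain against the control, edgeR called 0 genes, with 12 at an unadjusted p below 0.05, and DESeq2 also called 0. Between both baits, edgeR called 28 genes, 11 higher and 17 lower with the full-length protein. This split depends on the scaling and the filter, with 2 and 23 for total cDNAs without TMM and 0 and 18 without the filter. Raw cDNA yields without library sizes gave 18, 71 and 6 genes, and without full-length replicate 2 there were 8, 13 and 56. In counts simulated from these libraries, genes changed 4-fold were called in 15 of 26 tested cases (57.7%) for the full-length protein against the control and in 18 of 33 (54.5%) for the NHL domain against the control. These are 7.5% and 9% of all 200 changed genes, since most did not pass the filter. The changed genes were drawn from those with most cDNAs, so over all genes fewer would pass it.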

Analyses of the iCLIP data from the wild-type proteins identify a local enrichment of cross-link positions in 751 protein-coding genes for the full-length protein and 623 for the NHL domain that do not exhibit a bias regarding their chromosomal origin (Figs 4A and B and S9C and Supplemental Data 1). For both proteins, cross-linking mostly occurs at sites located in the 3′ UTRs of the target genes (Figs 4C and S9C). 

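The transcript annotation was not used here, so crosslinks were placed along the stretch between the first and the last crosslinked position of each gene, in the 659 protein-coding genes with at least 20 such positions. The last 20% of this stretch held 54.9 ± 7.98% of the cDNAs with the full-length protein (SD, n = 3), 40.8 ± 5.91% with the NHL domain and 44.9 ± 1.27% in the control. Every full-length library lay above every control library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow), and the NHL domain libraries did not (p = 0.4 from the same exact test). The first 20% held 11.7 ± 2.74%, 16.6 ± 3.42% and 14.6 ± 1.35%. Among the authors' peaks alone, 52.2 ± 24.0%, 38.2 ± 15.7% and 31.5 ± 11.0% lay in the last 20% (exact permutation tests against the control, p = 0.3 and p = 0.6). A stretch of crosslinks can include introns and coding sequence, so these shares are not 3′ UTR shares.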

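Of the 1284 genes with a cluster for full-length Mei-P26 or the NHL domain, 285 (22.2%) had clusters for both. Among the genes with at least 10 cDNAs over the bait libraries, 275 were shared, where 187 would be if clusters fell on genes without regard to cDNA count (odds ratio 2.69, one-sided Fisher's exact test, p = 8.27e-21). Most of this excess goes with cDNA count, which is itself a measure of crosslinking. In comparisons added after the data were seen, genes matched on their counts with each bait in 5 by 5 bins would share 249 (permutation test, one-sided p = 1.00e-04) and in 10 by 10 bins 255 (p = 0.00151 from the same permutation). Matched on the summed count in 10 bins they would share 269 (permutation test, one-sided p = 0.234). Of the shared genes, 147 (51.6%) had clusters in a single replicate of each bait and 58 (20.4%) in at least 2 replicates of each. A control library held a cluster in 32 of them (11.2%), out of 79 genes with a control cluster in all. The shared part was 13.3% without full-length replicate 3 and 14.1% without NHL domain replicate 3. It was highest, 26.0% or 51 genes, when clusters had to recur in at least 2 replicates.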

When comparing the iCLIP datasets obtained for full-length Mei-P26 and the NHL domain, only a moderate overlap is observed (22.1%, 249 loci, Fig 4A and Supplemental Data 2). 

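For 284 shared genes with a significant peak of both baits, the distance between the nearest peaks of full-length Mei-P26 and the NHL domain was taken from the peak positions in the files. It was 50 nt or less in 218 genes (76.8%), and in 165 genes (58.1%) both baits had a peak at the same nucleotide. When the NHL domain peaks of a gene were placed at random on its crosslinked positions in the NHL domain libraries, 75.1% of the genes reached this distance (95% of 1000 placements between 72.5% and 77.5%, one-sided permutation p = 0.150). At 20 nt the shares were 71.8% and 69.0% (p = 0.0470 from the same permutation). Without NHL domain replicate 3, 60.3% of genes had peaks within 50 nt, against 62.7% for random placement (95% of placements between 58.2% and 66.7%).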

In 71.9% of the shared target genes, crosslinking is observed in comparable positions in the gene body (at a distance of 50 nt or less, Fig 4D). After removal of contaminating sequences (e.g., mitochondrial transcripts, sno-RNA-derived reads, vector-derived sequences), the remaining 214 mRNA targets that are bound by the full length protein and the NHL domain were analyzed for the occurrence of Mei-P26 binding motifs in a region encompassing 30 nts upstream and 20 nts downstream of the crosslink positions. This revealed the presence of U-rich motifs in proximity to the respective crosslink peaks in 128 mRNAs (59.8%), 65 (30%) of which represent bona fide Mei-P26 target sequences (Fig 4D and F and Supplemental Data 2). Hence, in proximity to the iCLIP peaks, bona fide Mei-P26 motifs occur at a ∼ninefold higher frequency than expected by chance (ƒ = 3.4% expected in random 50mer RNA fragments), validating the computational and experimental in vitro binding studies. 

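Supplemental Data 2 marks 35 of the paper's 249 shared genes as excluded. A control library held a cluster in 10 of these 35 (28.6%), and in 19 of the 214 that were kept (8.88%). The 10 hosts of small nucleolar RNAs gave 235 ± 203 per 10000 cDNAs with the full-length protein (SD, n = 3), 669 ± 185 with the NHL domain and 341 ± 195 in the control. The 4 mitochondrial genes gave 114 ± 7.57, 193 ± 50.0 and 116 ± 31.0 per 10000. Over whole libraries, genes of small nuclear and nucleolar RNAs took up 5.33 ± 4.05% of the cDNAs with the full-length protein, 15.7 ± 3.06% with the NHL domain and 9.93 ± 2.62% in the control. Every full-length library lay below every NHL domain library in this share (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Neither bait was separated from the control (exact permutation tests, p = 0.3 for the full-length protein and p = 0.2 for the NHL domain).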

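The genome sequence was not used here, so motifs were not scored again. In the paper's table, the sequence listed for a bona fide gene holds UUUUACN, UUUUANA, UUUUNCA or UUUUUUU in 64 of 65 cases, all except CG31705. Of the 63 genes listed as U-rich, 31 have a sequence, which holds a bona fide motif in 2 genes and neither motif in 7, and 32 have none. In the files, the median bona fide gene had 43 cDNAs over the full-length libraries, 60 over the NHL domain libraries and 4 over the control libraries. For U-rich genes these medians were 32, 50 and 3, and for genes with overlapping peaks but no motif 31, 34 and 2. A control library held a cluster in 12 of the 65 bona fide genes (18.5%), 6 of the 63 U-rich genes (9.52%) and 1 of the 51 genes without a motif (1.96%).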

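With equal base frequencies, 2.81% of random 50-mers and 2.87% of random 51-mers hold 1 of the 4 bona fide motifs. Several overlapping peaks can lie in 1 gene, so the length scanned per gene was computed from the peak positions. In the 154 curated genes with a peak of the other bait within 50 nt, the windows covered a median of 87.5 nt (range 52 to 350). Random sequence of these lengths would hold a motif in 5.51% of genes on average, or 8.49 genes. The paper lists 59 of these 154 genes as bona fide (38.3%), which is 6.95 times as many. Transcripts near crosslinks need not have equal base frequencies, and their composition was not computed. The ratio is therefore not an enrichment over transcript sequence. The number by chance was 13.3 genes for windows of 50 nt on both sides and, for the 43 genes that remain without NHL domain replicate 3, 2.15 (5.00%). From the frequency of the motifs near the peaks relative to chance, the paper reasons that its computational and in vitro binding studies are borne out.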

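Genes for ribosomal proteins and translation factors were identified by symbol, as RpL and RpS genes, sta and Rack1, and as eIF, eEF and eRF genes. Of the 275 genes shared by full-length Mei-P26 and the NHL domain, 65 (23.6%) belonged to this class, against 116 of the 1804 background genes (6.43%). The odds ratio was 8.97 (one-sided Fisher's exact test, p = 2.57e-26), with 13.9 for the 55 ribosomal protein genes alone and 2.37 for the 10 translation factor genes alone. Genes of the class had a median of 90.5 cDNAs over the bait libraries, the background 18 and the shared genes 72. Against draws of genes matched on this count in 10 bins, 57.5 genes of the class would be shared, so the 65 found are 1.13 times as many (permutation test, one-sided p = 0.0324). This count is itself a measure of crosslinking, so the matching also removes binding that raises it. In the same matching, added after the data were seen for each part of the class, 51.0 ribosomal protein genes would be shared (55 found, permutation test, one-sided p = 0.154) and 6.48 translation factor genes (10 found, p = 0.0527 from the same permutation). The common odds ratio of the whole class under this matching was 1.63, and with all protein-coding genes as background the odds ratio was 59.0. The genes with a cluster in a control library also held more of the class than the background, 9 of 62 (odds ratio 2.59, one-sided Fisher's exact test, p = 0.0154). Ribosomal protein genes took up 9.48 ± 2.99% of the cDNAs with the full-length protein (SD, n = 3), 16.2 ± 1.83% with the NHL domain and 14.8 ± 0.722% in the control. Every full-length library lay below every library of the other groups (two-sided exact permutation tests, p = 0.1 each, the smallest that 3 against 3 allow), and the NHL domain was not separated from the control (p = 0.2 from the same exact test).

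**Figure D2:**
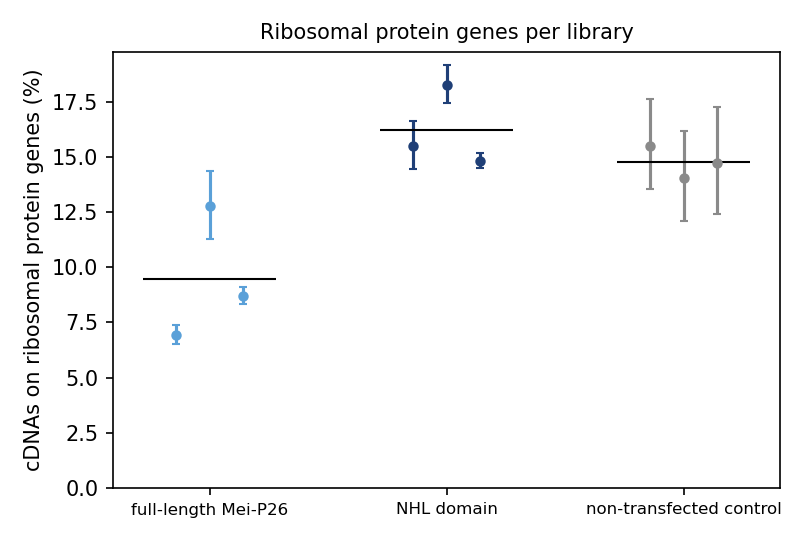
Percent of the cDNAs of each library that lie on ribosomal protein genes, with exact 95% confidence intervals as bars and the mean of each group as a line. The full-length libraries lie below the control libraries (means 9.48% and 14.8%), and the NHL domain libraries overlap with them.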

Further analyses of the mRNAs that are bound by both, full-length Mei-P26 and its NHL domain, reveal an enrichment of genes encoding ribosomal proteins and translation factors (Fig 4E), hinting at a potential function of Mei-P26 in the control of the translation machinery which was previously proposed (21). Several of the newly identified, potential RNA targets from the iCLIP analyses were chosen for validation experiments using the recombinant Mei-P26 NHL domain. 

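Whole-gene counts were compared for the 5 genes whose RNAs were tested with the NHL domain in vitro. Hrb27C (FBgn0004838, chromosome 2L) had 17.9 ± 6.55 per 10000 cDNAs with the full-length protein (SD, n = 3), 16.7 ± 4.54 with the NHL domain and 23.1 ± 13.9 in the control. For Col4a1 (FBgn0000299, 2L) the rates were 17.5 ± 15.4, 8.90 ± 5.14 and 9.25 ± 8.28. For lost (FBgn0263594, 3R) they were 11.1 ± 5.19, 3.52 ± 3.05 and 2.66 ± 4.61. LanA (FBgn0002526, 3L) had 19.7 ± 4.87, 10.9 ± 3.16 and 13.2 ± 12.0 per 10000, and Mlc-c (FBgn0004687, X) had 3.66 ± 4.20, 3.48 ± 3.47 and 2.66 ± 4.61. The control values rest on 7, 3, 1, 4 and 1 cDNAs. The pooled ratio of the full-length protein to the control was 0.995 for Hrb27C (exact 95% interval 0.462 to 2.55), 2.69 for Col4a1 (0.893 to 13.3) and 3.99 for lost (0.682 to 161). After TMM normalization, edgeR gave Hrb27C a log2 fold change of 0.78 against the control (adjusted p = 0.669 from the quasi-likelihood test), so the direction depends on the scaling. At this depth no difference from the control was detectable for these genes. The RNAs of lost, LanA and Mlc-c used in vitro hold a bona fide motif, whereas those of Hrb27C (AGUAAUUUUUUCUAUUAAAGU) and Col4a1 (GCCAUUUUUUAUCUGCCA) hold a U-rich motif only.

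**Figure D3:**
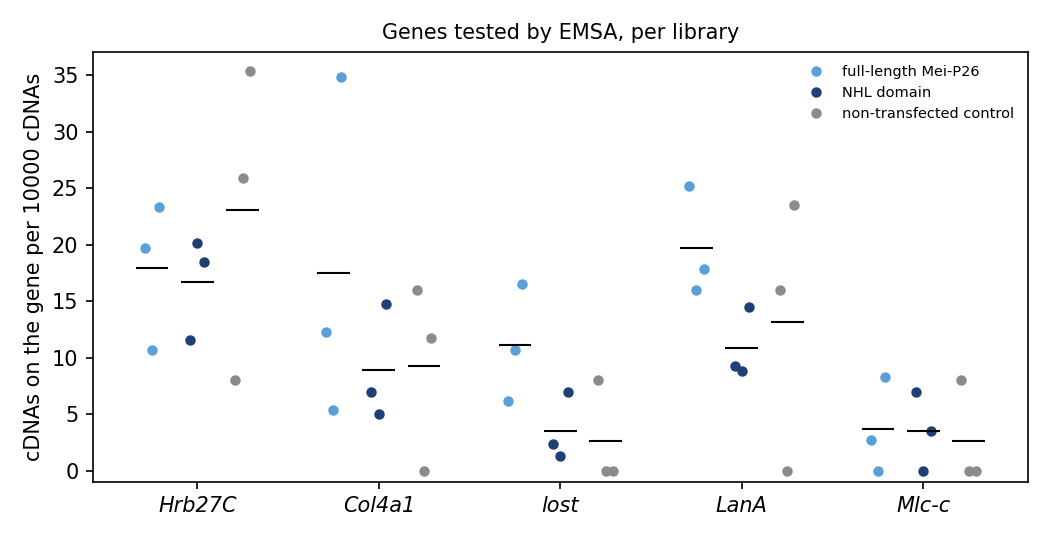
cDNAs per 10000 cDNAs on the 5 genes tested by EMSA, with 1 point per library and the mean of each group as a line. For Hrb27C the control libraries range from 7.99 to 35.3.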

In all cases, EMSA experiments confirmed the interaction and again the Mei-P26 NHL^RKR^ mutant did not associate with the RNAs (Figs 4F and S10).

**Figure 4.**
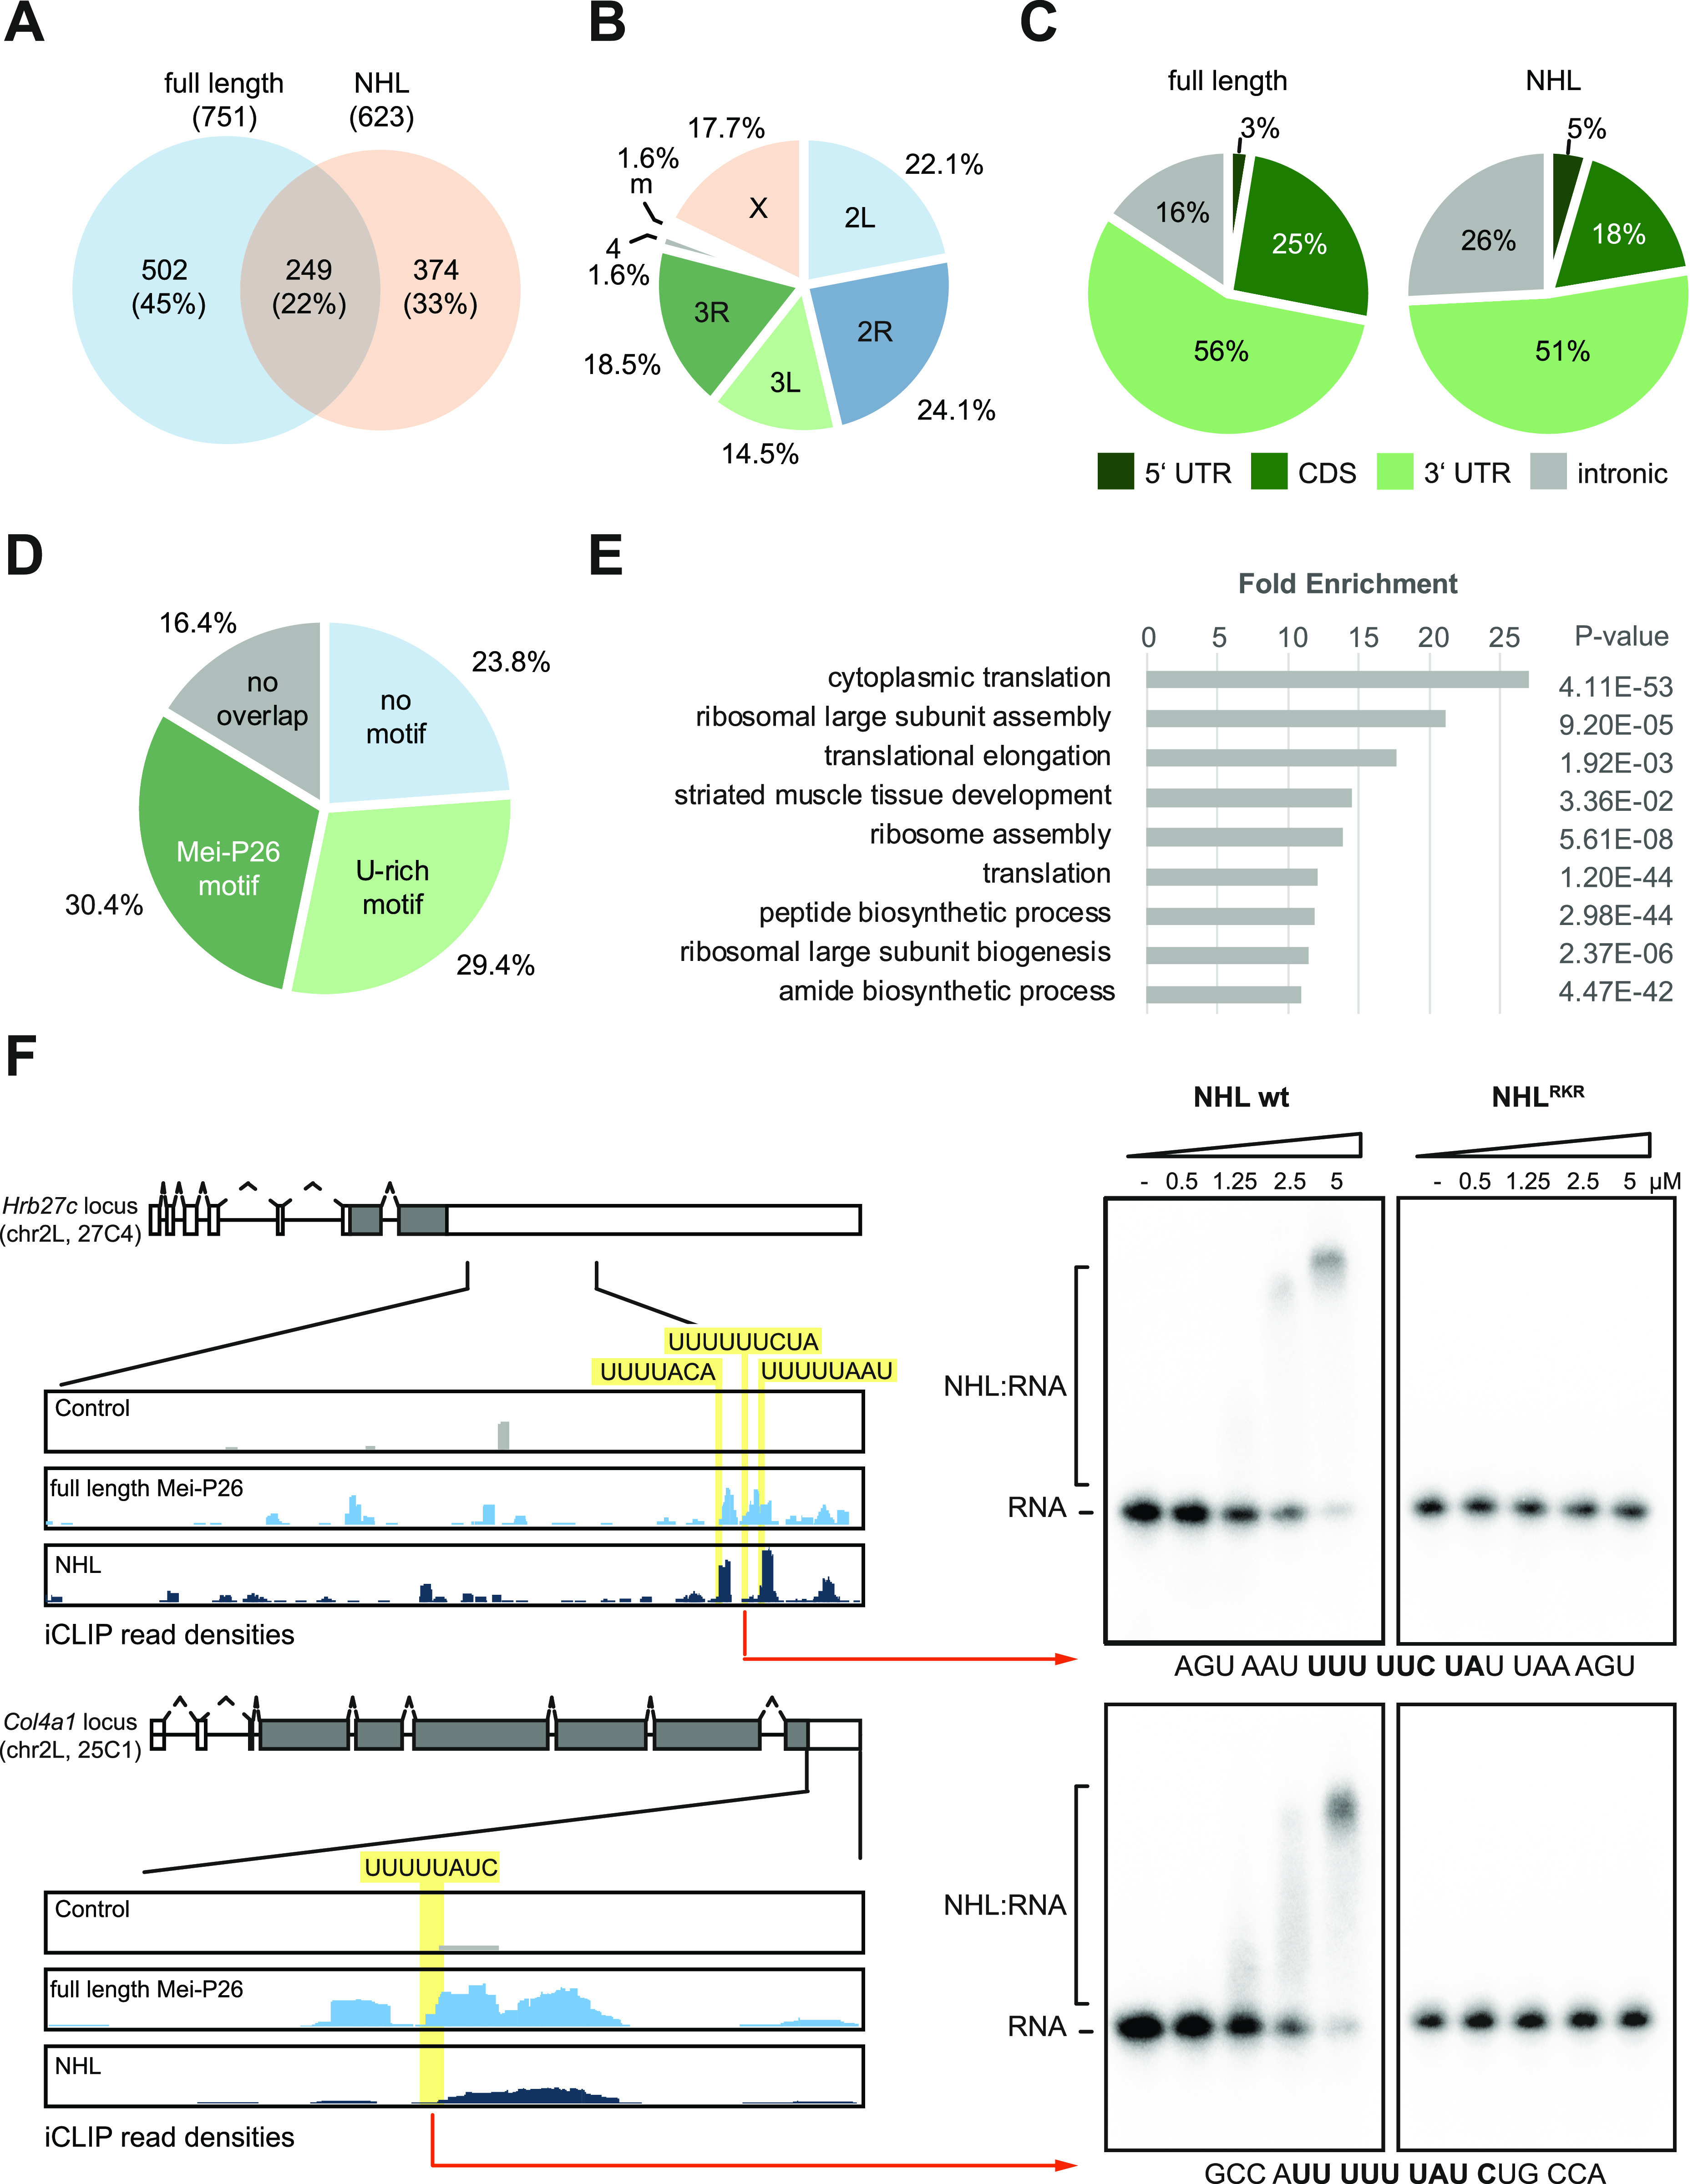
Identification of Mei-P26 target RNAs in cultured cells. **(A)** Comparison of iCLIP data derived from either full-length Mei-P26 protein (depicted in blue) or its NHL domain (depicted in salmon). Number of genes containing a statistically significant local enrichment of cross-link positions (cross-link peaks) and percent values are given for each fraction. **(B)** Chromosomal origin of the 249 shared target genes identified in both iCLIP datasets. **(C)** Location of the full-length Mei-P26 (left) or its NHL domain-derived (right) iCLIP clusters within transcripts. **(D)** Presence of potential Mei-P26 RNA motifs in vicinity of the cross-link peaks in the shared target genes. No overlap: cross-linking of the full-length protein and the NHL domain occurred in different regions of the gene locus. **(E)** Gene Ontology term analysis of biological processes enriched in the shared target genes. **(F)** Validation of select Mei-P26 binding sites identified by iCLIP. Top left: schematic depiction of the *Hrb27c* and *Col4a1* gene loci. Introns are depicted as lines, exons as boxes; the grey shading indicates the protein coding region. Below: iCLIP read depth analyses of 3′ UTR regions (as indicated by the solid black lines) from experiments performed with either the full-length Mei-P26 protein (light blue), its NHL domain (dark blue), or from control experiments (grey). Potential RNA motifs recognized by Mei-P26 are highlighted in yellow. Right: EMSA analyses using RNA fragments derived from the iCLIP clusters (as indicated by the red arrows, sequences provided at the bottom of the gels), using different concentrations of the recombinant Mei-P26 NHL domain or its mutant derivative (Mei-P26^RKR^: R1150A, K1172A, and R1175A, as indicated above the gels). Free RNA probe and NHL:RNA complexes are indicated on the left Source data are available online for this figure.

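Read depth around the crosslinks was taken as the cDNAs within 50 nt of the peak position that held most cDNAs over both baits. Choosing this position from the bait libraries favours them over the control. The RNAs tested in vitro were not placed in the genome, so the windows may not cover them. For Hrb27C the position is 6927773 on the plus strand of chromosome 2L, with 2, 0 and 8 cDNAs in full-length replicates 1, 2 and 3 and 1, 2 and 9 in the NHL domain replicates. The control had 0. For Col4a1 it is 5037002 on the plus strand of 2L, with 4, 0 and 16 cDNAs for the full-length protein, 0, 0 and 17 for the NHL domain and 1 in control replicate 3. Per 10000 cDNAs, Hrb27C had 1.68 ± 1.85 (SD, n = 3) and 2.36 ± 0.140 with the baits. Col4a1 had 3.35 ± 3.70 and 1.42 ± 2.45, against 3.93 ± 6.80 in the control. For the control at Hrb27C, a floor of 3 counts is 9.20 per 10000, above both bait rates, so this window gives no comparison with the control.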

Supplemental Data 1. Summary of iCLIP experiments. Tabulation of the boundaries of clusters of cross-link positions identified in the iCLIP experiments for the full-length Mei-P26 (Sheet 1) and the NHL domain (Sheet 2). Each entry represents a cluster of significant peaks identified in a replicate of the iCLIP experiment and extended 20 bp upstream and 10 bp downstream. Start coordinate in chromosome, first coordinate of the cluster; End coordinate in chromosome, last coordinate of the cluster; Gene ID, FlyBase ID of the identified gene; Strand, orientation of the strand to which the gene mapped.

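The direction of the extension was read from the flanked and unflanked clusters of the 8 libraries in which both lists have the same length. On the plus strand, 854 of 854 clusters reach 20 nt further upstream and 10 nt further downstream. On the minus strand, 773 of 773 clusters reach 10 nt further upstream and 20 nt further downstream in the direction of transcription, so the extension follows the genome coordinates on both strands.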

Supplemental Data 2. Comparison of iCLIP data obtained with full-length Mei-P26 or its NHL domain. List of shared target mRNAs identified in the iCLIP experiments with full-length Mei-P26 and its NHL domain. Information on the Flybase ID of the gene loci, their chromosomal location, the gene symbol, and the gene name are provided in the first columns. Reasons for excluding individual loci from further analyses are given in the comments section. iCLIP cross-link clusters derived from the NHL domain and the full-length protein that are separated by <50 nucleotides (nt) are considered as overlapping (column CLIP peaks overlapping). The presence of potential Mei-P26 binding sites up to 30 nt upstream and 20 nt downstream of the crosslink positions is indicated in the column denoted as “motif present.” Bona fide Mei-P26 RNA binding sites (UUUUACN, UUUUANA, UUUUNCA, or UUUUUUU) or U-rich sequences with four consecutive U residues followed by 3 nt containing at least one additional U residue (U-rich motifs) were considered. The sequences of the potential binding sites are provided in the last column.

**Figure S10.**
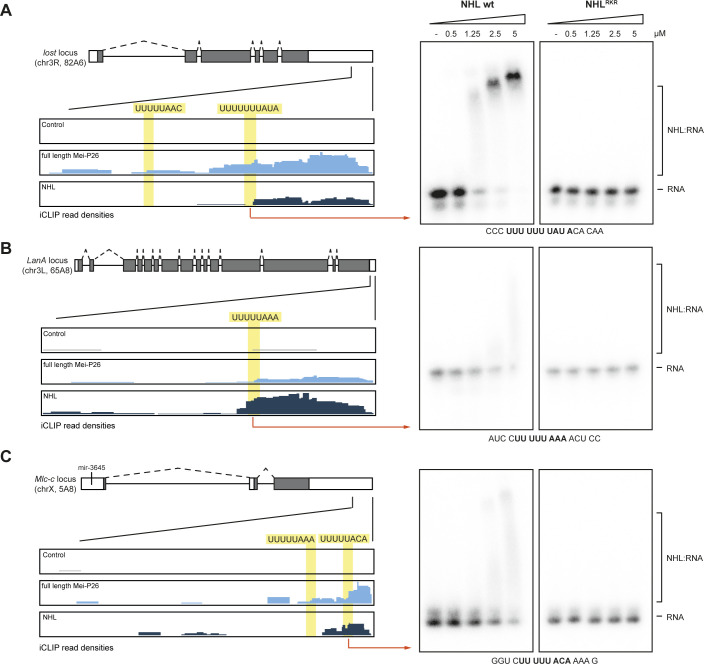
Examples of iCLIP reads in select genomic loci. **(A, B, C)** Left: Genome browser tracks of iCLIP reads aligning to the *lost* (panel A), *LanA* (panel B), and *Mlc-c* (panel C) loci. Schematic gene models are provided at the top of each panel (color coding as in Fig 4F). Read depths aligning to the genomic regions indicated by the lines are shown below (summed-up from three independent, biological experiments, tags from control experiments shown in grey, color coding as in Fig 4F). Right: EMSA analyses using RNA fragments derived from the iCLIP clusters (as indicated by the red arrows, sequences provided at the bottom of the gels), using different concentrations of the recombinant Mei-P26 NHL domain or its variant (Mei-P26-NHL^RKR^: R1150A, K1172A, and R1175A, as indicated above the gels). Free RNA probe and NHL:RNA complexes are indicated on the right. Source data are available online for this figure.

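In each of these 3 genes, the nearest peaks of the full-length protein and the NHL domain lay at the same nucleotide. The peak position with most cDNAs over both baits is 4407088 (3R, plus strand) for lost, 6203871 (3L, minus strand) for LanA and 5619177 (X, minus strand) for Mlc-c. Within 50 nt of it, the summed counts for the full-length protein, the NHL domain and the control were 21, 11 and 0 cDNAs for lost, 21, 15 and 1 for LanA, and 13, 9 and 0 for Mlc-c. Full-length replicate 3 gave 20 of the 21 cDNAs at lost, and 13 and 11 of those at LanA and Mlc-c. With 0 or 1 control cDNAs in each window, these counts give no comparison with the control. Whether the windows cover the RNAs tested in vitro was not determined.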

### The NHL domain is important for Mei-P26 gene-regulatory activity

To better understand the impact of Mei-P26 on gene expression, we conducted a series of reporter assays in cultured *Drosophila* Schneider 2 cells. We first used the phage-derived lambda-boxB system to artificially recruit full-length Mei-P26 to an RNA. For this, the lambda bacteriophage antiterminator protein N (lambdaN) was fused to Mei-P26 and two control proteins (Brat and GW182) to tether them to a firefly reporter RNA that contains within its 3′ UTR several copies of the lambdaN binding site (boxB). The same proteins without the lambda peptide served as controls. In addition, a co-transfected plasmid encoding a renilla luciferase mRNA that lacks the boxB elements was used for normalization. In this experimental setup, Brat and the positive control GW182, which is involved in miRNA-mediated gene silencing, convey robust repression of the firefly luciferase reporter mRNA (32). In contrast, Mei-P26 exhibits only a weak gene regulatory activity (Fig 5A).

**Figure 5.**
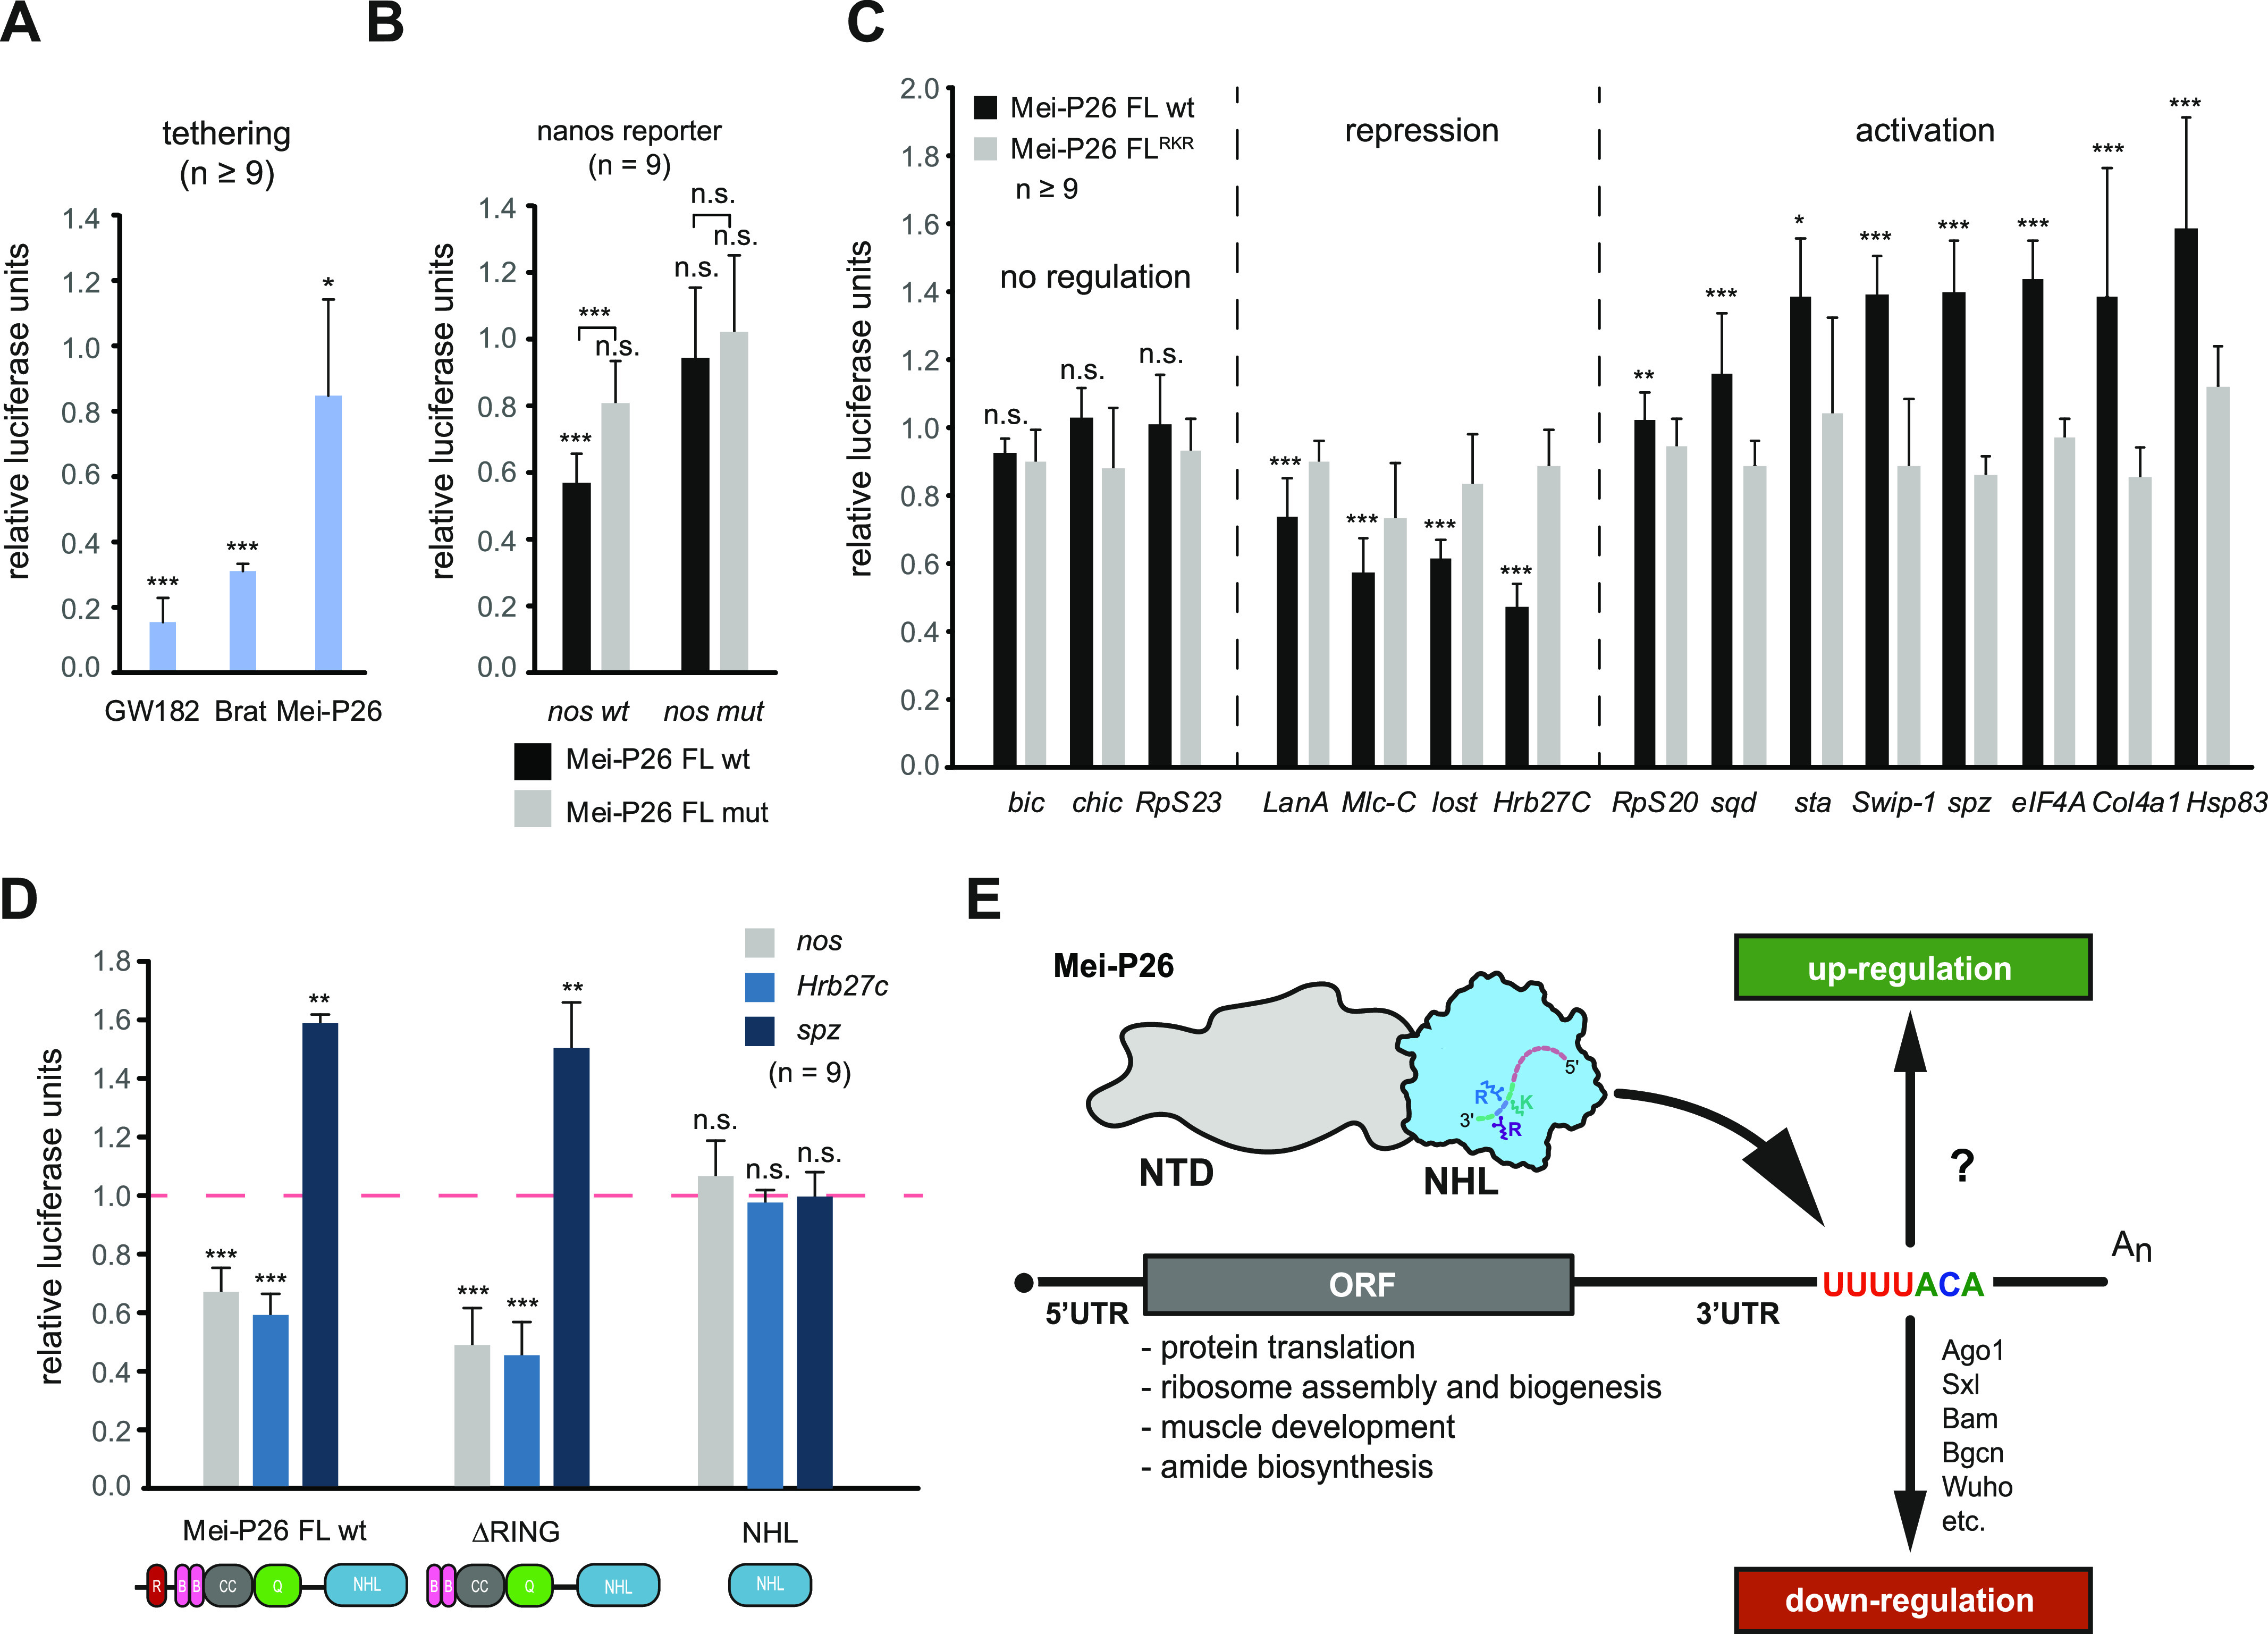
Mei-P26 regulates gene expression via 3′ UTR binding sites. **(A)** Tethered function assay using Brat, Gw182 (positive control) and full-length Mei-P26. Activities are calculated relative to proteins that lack the tag for tethering. **(B)** Mei-P26–mediated repression of a reporter that either bears the *nanos* mRNA 3′ UTR (*nos* wt) or a version thereof in which a U-rich sequence element previously implicated in regulation was mutated (*nos* mut). Reporter activity was determined in the presence of co-expressed wild-type Mei-P26 protein (grey bars), or a Mei-P26 protein carrying substitutions that affect RNA interaction. (Mei-P26^RKR^:R1150A, K1172A, R1175A; black bars). All activities are expressed relative to control reactions without overexpression of Mei-P26 (using an empty plasmid). **(C)** Reporter assays using 3′ UTR sequences derived from various Mei-P26–bound genes (as indicated at the bottom) and uisng wt Mei-P26-FL protein (grey bars) or its mutant derivative (black bars) as described for panel (B). All activities are expressed relative to control reactions without overexpression of Mei-P26 (using an empty plasmid). **(D)** Reporter assays using 3′ UTR sequences of *nos* (grey), *Hrb27c* (blue) and *spz* (dark blue) derived from Mei-P26-FL protein or its mutant derivatives (as indicated at the bottom) as described for panels (B and C). **(A, B, C, D)** For panels (A, B, C, D) mean values ± SD are depicted of at least three independent biological experiments performed in three technical replicates each. *P*-values were calculated with a two-sided *t* test relative to the control reactions described for each panel; n.s., not significant, *P < 0.05, **P < 0.01, ***P < 0.001. **(E)** Schematic depiction of Mei-P26–mediated post-transcriptional regulation of gene expression. Mei-P26 (NTD in grey, NHL domain in blue, mutated residues that are crucial for RNA binding are highlighted) associates with U-rich RNA motifs present in the 3′ UTRs of its RNA targets (depicted schematically) to regulate their expression. Regulation involves additional factors such as Ago1, Sxl, Bam, Bgcn, and Wuho that have been implicated in Mei-P26–dependent repression, whereas potential co-factors involved in Mei-P26–dependent gene activation remain to be identified.

Next, we analyzed expression of a reporter RNA that contains a fragment of the *nanos* 3′UTR, a genetically identified target of Mei-P26 (18). Co-expression of full-length Mei-P26 resulted in silencing of the reporter relative to a control mRNA that bears a 3′ UTR from an unrelated RNA (*msl-2*). Repression is dependent on the ability of Mei-P26 to bind to RNA through its NHL domain since the RKR substitution abolishes regulation (Fig 5B). A previously identified U-rich RNA sequence element in the 3′UTR of *nanos* mRNA (30) is critical for Mei-P26–mediated repression as its deletion completely abrogates regulation of the reporter (Fig 5B).

Using a similar experimental setup, we tested a series of selected mRNA targets that we identified in our iCLIP analyses (Fig 5C). To cover a broad selection of features, we selected from the set of genes that exhibited overlapping iCLIP peaks candidates that contained in vicinity to the crosslink position either (a) an identifiable Mei-P26 target motif (eIF4A, Rps20, Rps23, sqd, and Swip-1), (b) a U-rich sequence (bic, chic, and sta), or (c) no such element (Hsp83 and spz). In addition, all 3′ UTR sequences were included for which we had experimentally confirmed interaction with Mei-P26 (Col4A1, Hrb27c, LanA, lost, and Mlc-c, Figs 4F and S10 and Supplemental Data 2). 

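Crosslinks of the 10 genes outside the in vitro tests were counted over the whole gene, since their 3′ UTR coordinates were not used here. The gene sqd (FBgn0263396) had 44.7 ± 11.6 per 10000 cDNAs with the full-length protein (SD, n = 3), 35.1 ± 0.296 with the NHL domain and 24.5 ± 1.23 in the control. Every bait library lay above every control library (two-sided exact permutation tests, p = 0.1 each, the smallest that 3 against 3 allow). The control rate rests on 8 cDNAs, the pooled ratio to it was 2.02 for the full-length protein (exact 95% interval 1.00 to 4.74) and 1.43 for the NHL domain (0.713 to 3.37), and edgeR called neither (adjusted p = 0.0816 and 0.778 from the quasi-likelihood test). The rate of spz (FBgn0003495) was 10.5 ± 1.22 with the full-length protein, and the control held 1 cDNA (pooled ratio 3.31, exact 95% interval 0.561 to 134). Every full-length library lay above every control library for spz (exact permutation test, p = 0.1). The NHL domain rate of spz, 3.53 ± 1.93, overlapped with the control (p = 0.6 from the same exact test). RpS23 (FBgn0033912) had 33.2 ± 12.7 with the full-length protein and 36.2 ± 9.35 with the NHL domain, and 73.9 ± 24.4 in the control, with every NHL domain library below every control library (exact permutation test, p = 0.1). After TMM normalization these groups overlapped (adjusted p = 0.279 from edgeR's quasi-likelihood test). RpS20 (FBgn0019936) had 25.7 ± 28.5, 106 ± 12.7 and 48.4 ± 43.4, and 311 of its 507 NHL domain cDNAs (61.3%) lay at positions of small nucleolar RNA genes inside it, as did 11 of 45 with the full-length protein (24.4%). For eIF4A, Swip-1, bic, chic, sta and Hsp83, both baits overlapped with the control.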

In functional assays, the effect of Mei-P26 on the expression of the reporters was diverse. For instance, we could not detect a significant change to the expression of reporters that bear the 3′UTRs of *bic*, *chic* and *RpS23*. In contrast, *LanA*-, *Mlc-c-*, *lost*-, and *Hrb27C*-derived reporters exhibited significant repression. Unexpectedly, *RpS20*-, *sqd*-, *sta*-, *Swip*-1, *spz*-, *eIF4A*-, *Col4A1*-, and *Hsp83*-derived reporters showed Mei-P26–dependent activation (Fig 5C).

To further dissect the functional domain requirements of Mei-P26, we analyzed the regulatory activity of mutant derivatives. Substitutions in the NHL domain of Mei-P26 that abrogate RNA binding activity severely blunted regulation of all reporter RNAs, underlining the functional importance of the domain for activity (Fig 5C). Despite being expressed at a comparable level (Fig S11), a construct encompassing only the NHL domain was not sufficient for regulation (Fig 5D), demonstrating that additional sequences outside the NHL domain are required. Previously, it has been debated whether the N-terminal RING domain and its ubiquitin ligase activity contribute to the gene regulatory activity of Mei-P26 (21). However, deletion of the N-terminal RING domain neither abolished activation of *spz*, or repression of *nos* or *Hrb27c* reporters, demonstrating that ubiquitin ligase activity is dispensable in this experimental setup (Fig 5D).

**Figure S11.**
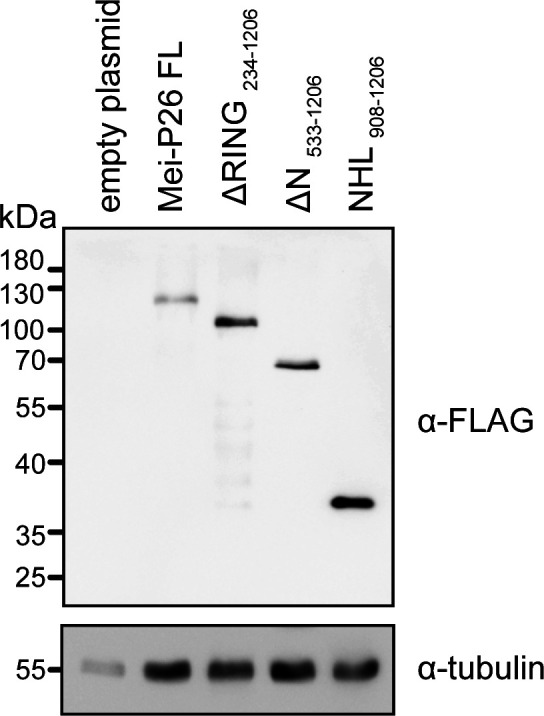
Expression levels of transfected proteins. Representative Western Blot against the FLAG-tag of transfected Mei-P26 protein and derivatives thereof as indicated above each lane (upper panel). Western Blotting against tubulin (lower panel) served as a control. Molecular weight markers (in kD) are indicated on the left. Source data are available online for this figure.

### Mei-P26 has a well-defined dimerization interface

To get additional insight into the possible Mei-P26 mRNA regulatory mechanism, we modeled Mei-P26 full-length protein structure using an artificial intelligence-based AlphaFold 2 (AF2) approach (44). The generated model showed a largely unstructured N-terminal region (aa 1–161), followed by a well folded RING-BBox-CC motif, an unstructured central part of the protein (Q-rich region) and a fully folded NHL domain at the C-terminus (Fig S12A). Of note, the obtained model of Mei-P26 domain alone is almost identical to our experimentally determined crystal structure (Fig S12B).

**Figure S12.**
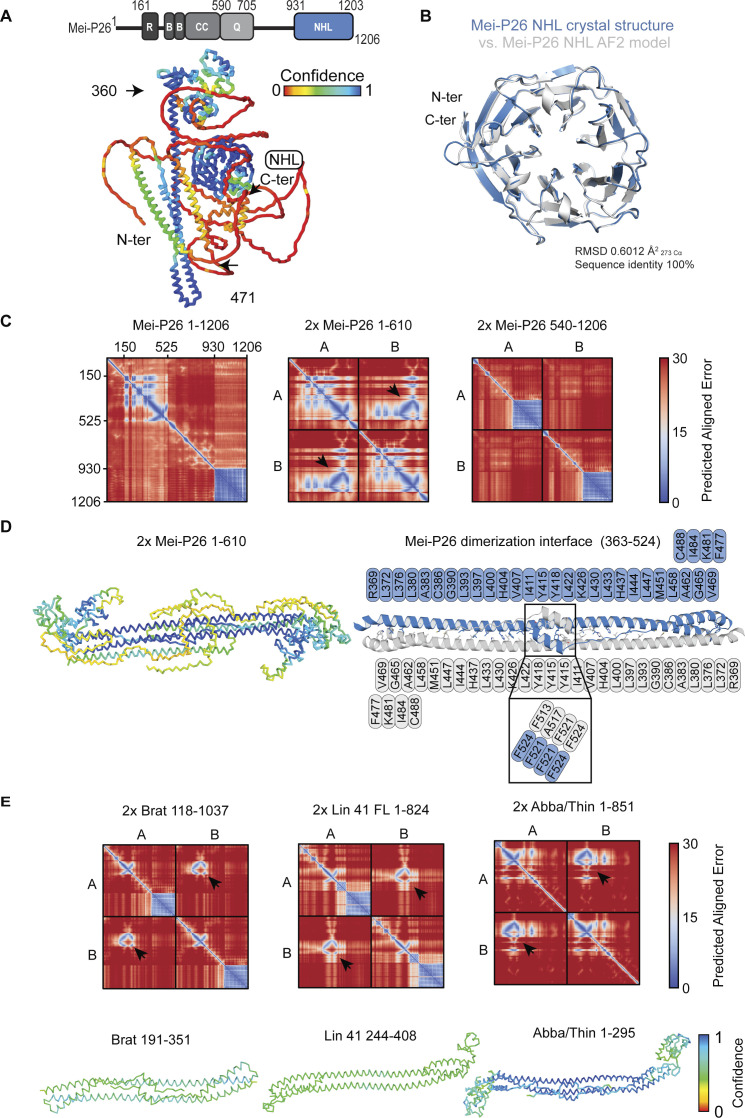
In silico identification of Mei-P26 dimerization interface. **(A)** Domain arrangement of Mei-P26 (top) and top-ranked model of AlphaFold-multimer of monomeric Mei-P26 FL. Color encodes confidence, from red (lowest) to blue (highest) (bottom). **(B)** Comparison of Mei-P26 NHL crystal structure with top-ranked AlphaFold model. **(C)** Predicted aligned error of AlphaFold predictions of a monomeric Mei-P26 FL (left), two molecules of Mei-P26 aa 1–610 (middle) and two molecules of Mei-P26 aa 540–1206 (right). Black arrows highlight high-confidence interfaces between the molecules. **(D)** Top-ranked AlphaFold model of the Mei-P26 aa 1–610 dimer (top) Color code as in and dimerization interface residues involved in leucine zipper. Blue and grey indicate different chains (bottom). **(E)** Predicted aligned error of AlphaFold predictions of two molecules of Brat (left), Lin41 (middle) and Thin/Abba (right). AlphaFold models of the respective dimer regions (bottom).

Previously it was noted that many TRIM proteins dimerize to perform their functions. Hence, we used AF2 to test if different regions in Mei-P26 show a potential to form homodimers. Therefore, we split the Mei-P26 sequence into two parts (Mei-P26_1–610_ and Mei-P26_540–1206_) and performed an AlphaFold 2 Multimer (45 *Preprint*) analysis with two copies of each variant as a template (Fig S12C). The computational model suggested a possible dimerization of Mei-P26 via a previously unannotated N-terminal region. This model is supported by a predicted helix-to-helix interaction between two antiparallel Mei-P26 helical motifs (aa 363–524) from separate molecules (Fig S12D). In summary, the obtained models suggest that Mei-P26 may dimerize, which presumably impacts on its mRNA recognition and regulatory ability. Furthermore, we have analyzed the presence of similar dimerization domains in other members of the TRIM-NHL family and found indication for similar motifs in Brat, Lin41 and Abba/Thin (Fig S12E).

## Discussion

TRIM-NHL proteins are required for proper development in metazoans and their NHL domains are crucial for function (25, 32, 46, 47). Despite their evolutionarily conserved architecture, NHL domains exhibit clear differences in RNA binding, recognizing diverse RNA sequences or RNA hairpin structures (3, 6). A structural comparison of the NHL domains of Brat, Lin41, Thin/Abba and Mei-P26 reveals similarities between Brat and Mei-P26 regarding their interactions with ssRNA, whereas Lin41 uses a different mode of interaction. Although none of our numerous attempts yielded co-crystals of the Mei-P26 NHL domain in complex with its RNA substrate, computational modeling allowed us to identify and experimentally validate key amino acid residues involved in RNA recognition. For instance, Mei-P26 and Brat use an evolutionary conserved interaction site to specifically recognize a uridine base in the first position of their RNA target. In contrast, recognition of other bases differs between the two proteins and they use different amino acid residues for substrate binding, resulting in different RNA specificity. Whereas Brat preferentially associates with a UUGUUGU RNA sequence, Mei-P26 recognizes a linear UUUUACA core motif indicating at least two distinct interaction modes between these two similar NHL domains.

Typically, individual RNA-binding domains recognize short RNA motifs of three to five nucleotides in length with rather moderate affinities (48). To increase affinity and specificity, often multiple binding domains are combined, either in tandem in the same polypeptide, or *in trans* through formation of protein complexes (49). Our measured affinities for Mei-P26 and Brat NHLs with short oligonucleotide sequences are in the low micromolar range. Thus, they are lower than the values previously described for Brat NHL with longer oligonucleotide sequences (6), but comparable with the ones obtained for Brat NHL bound to 6-mer oligonucleotide (29) and to those reported for CeLin41 NHL for shorter hairpins (3). We provide experimental evidence (Fig S9B) that in Mei-P26 protein regions outside the NHL domain also contribute to RNA target recognition/binding and that Mei-P26 acts as a dimer. In vivo, it is most likely that additional protein partners contribute to stable complex formation between Mei-P26 and its RNA targets. Genetic experiments demonstrated that besides Mei-P26, the proteins Sxl, Bam, Bgcn, and Wuho are crucial for the repression of Nanos protein production and differentiation of ovarian stem cells in the female germline (19, 30, 31, 50, 51). For regulation, these proteins likely form a large repressor complex on the 3′UTR of *nos* mRNA (18, 50). Genetic ablation of any one of these proteins impaired regulation and resulted in strong phenotypes (19, 31, 52, 53, 54, 55, 56), demonstrating that these factors need to act jointly to achieve their function.

Moreover, we find surprising evidence that Mei-P26 not only functions in the repression of selected target mRNAs but acts as an activator on other mRNAs (Fig 5C). How can these two seemingly different activities be explained? In tethering experiments, where the closely related protein Brat acts as a strong silencer of gene expression, Mei-P26 exhibits only weak activity. This suggests that either tethering disturbs its function or Mei-P26 itself is not a strong regulator of gene expression. In the latter scenario, Mei-P26 might function in promoting complex assembly, recruiting other factors that act in gene regulation. Previously, Ago1, Sxl, Bam, Bgcn, and Wuho have been identified as co-repressors that act in concert with Mei-P26 in post-transcriptional regulation of gene expression (Fig 5E) (18, 19, 21, 31, 57). Potential activators that can be recruited by Mei-P26 for gene regulation remain to be identified.

Previously, it has been speculated that the N-terminal RING finger ubiquitin ligase domain is important for Mei-P26–mediated regulation of gene expression by promoting the turnover of RNA regulatory factors (21). Our data demonstrate that the Mei-P26 RING domain is not required for the regulation of the analyzed reporter RNAs. Similarly, the closely related protein Brat, a potent post-transcriptional regulator of gene expression, has a truncated TRIM domain that lacks the RING motif. However, in contrast to Brat, where the NHL domain alone was able to provide most of the activity of the full-length protein (22, 23), the isolated NHL domain of Mei-P26 does not exhibit gene regulation in functional assays (Fig 5D).

iCLIP experiments allowed us to identify and validate Mei-P26 binding sites in numerous transcripts. However, the S2 cells that we used for our experimentation express only a limited set of mRNAs, lacking most germline- and neuron-specific transcripts. Our analysis is thus limited to the identification of Mei-P26 binding sites present in the repertoire of expressed RNAs. Moreover, interacting partners likely shape the interaction profile of Mei-P26 in vivo. In *Drosophila* this has been well documented and analyzed in molecular detail for the protein Upstream of N-ras (Unr). In female flies, Unr is recruited to the *msl-2* mRNA by the protein Sxl through highly synergistic interactions (58, 59, 60, 61). It is expected that in vivo, the interaction of Mei-P26 with its RNA targets is further influenced by additional RNA binding proteins that interact with Mei-P26 (such as e.g. Sxl, Bam or Bgcn). In addition, other proteins interacting with Mei-P26 might modulate its activity and other factors might compete for the same or overlapping binding sites on RNA molecules.

Despite these limitations, our experimentation allowed us to identify numerous transcripts that encode translation factors and ribosomal proteins among the Mei-P26 target mRNAs. Previously, Mei-P26, like Brat, has been broadly implicated in the regulation of ribosome biogenesis by controlling the expression of *Myc* (21, 62, 63), which stimulates the expression of the Pol I transcriptional machinery thus promoting ribosome biogenesis (21, 64, 65). The coordinate regulation of ribosomal proteins and ribosomal RNA (rRNA) synthesis by Mei-P26 might allow it to efficiently tune ribosome biosynthesis which is linked to cell growth and the switch between proliferation and differentiation.

In summary, our computational, in vitro and in vivo studies provide a comprehensive insight into RNA recognition by Mei-P26 and reveal differences to the closely related protein Brat. We further identify and validate numerous novel mRNA targets of Mei-P26 and provide unexpected evidence that it can function in both repression and activation of gene expression.

## Materials and Methods

### DNA constructs

First, the coding sequence of Mei-P26 NHL (isoform C/E) was amplified by RT-PCR from total RNA (prepared from *Drosophila* embryos, strain Oregon-R) and cloned into a modified pFastBac HTA vector carrying an additional N-terminal GST tag sequence followed by a TEV cleavage site. Mutated variants of Mei-P26 NHL were obtained using the QuickChange cloning protocol. For Brat-NHL, the His6-ubiquitin fusion protein produced from the pHUE vector was used (a gift from I Loedige) (6). For the luciferase reporter plasmids, 3′ UTR fragments of select genes were RT-PCR amplified from total RNA prepared from *Drosophila* S2R+ cells (primers and RNA regions are provided in Table S1) and ligated into a modified pCasPeR-Heatshock vector containing a Firefly luciferase open reading frame (pHS-FLuc (39)) using the *Hpa*I and *Bgl*II restriction sites. A vector encoding Renilla luciferase (pHS-B_m_-RLuc-(EF)m-SV40 aka pHS-RL) (39) was used for co-transfection and served as a reference for normalization. Plasmids encoding HA-tagged or lambda N-HA-tagged, full-length Mei-P26 or Brat were kindly provided by I. Loedige (MDC Berlin) and G. Meister (University of Regensburg). For iCLIP experiments, the coding sequences of Mei-P26 and its NHL_908-1206_ domain were subcloned into a modified pAc5.1 vector using the *Sbf*I and *Not*I restriction sites to generate expression plasmids encoding N-terminally 2x FLAG-tagged proteins. Point mutations in the NHL_908-1206_ domain were subsequently introduced using site-directed mutagenesis. The sequences of all oligonucleotides used for cloning are provided in the table (see Table S1). All vectors were validated by sequencing.

Table S1. Used oligonucleotide sequences.

### Protein expression and purification

Mei-P26 NHL_908–1206_ and its mutated variants were obtained using Bac-to-Bac baculovirus expression system according to standard protocols. For protein expression, Hi5 insect cells were infected at a MOI of 0.5 and grown for 3 d at 27°C. After harvesting (4°C, 15′, 7,000 rcf), the cell pellets were resuspended in lysis buffer (50 mM Hepes pH 7.5, 600 mM NaCl, 10% Glycerol, 5 mM MgCl_2_, 1 mM DTT, DNase), snap frozen in liquid nitrogen and stored in −80°C. For purification, cells were lysed by three cycles of freezing and thawing, followed by mild sonication and centrifugation (4°C, 1 h, 80,000 rcf). The supernatant was applied and circulated on a Glutathione Sepharose 4 Fast Flow 16/10 column (GE Healthcare) for 16 h, then washed with buffer A (50 mM Hepes pH 7.5, 600 mM NaCl, 10% Glycerol, 1 mM DTT) and high salt buffer A (50 mM Hepes pH 7.5, 1 M NaCl, 10% Glycerol, 1 mM DTT). Elution occurred in a buffer containing 50 mM Hepes pH 8, 600 mM NaCl, 1 mM DTT, 10 mM Glutathione. The elution fractions were pooled, supplemented with TEV protease and dialysed overnight against the dialysis buffer (20 mM Hepes, 300 mM NaCl, 1 mM DTT). Subsequently, the samples were re-adsorbed onto a Glutathione Sepharose 4 Fast Flow 16/10 column (GE Healthcare) and the flow-through was purified by size exclusion chromatography using a Superdex 200 10/300 GL column (GE Healthcare). Purified samples were stored in gel filtration buffer (20 mM Hepes, 300 mM NaCl, 5 mM DTT). Brat-NHL was expressed and purified as previously described (32).

### Crystallization and structure determination

Mei-P26 NHL crystals were grown at 20°C using the sitting drop vapor diffusion method. The purified protein was concentrated to 11 mg/ml in gel filtration buffer and combined with an equal volume of reservoir solution (0.2 Potassium thiocyanate and 20% PEG3350). After 2 wk of incubation, crystals were fished, cryo-protected with 30% glycerol and subsequently frozen in liquid nitrogen. Datasets were collected at BESSY II Helmholtz-Zentrum Berlin beamlines 14.1 and 14.2. Data processing was performed using XDS (66) and initial phases were obtained by molecular replacement using a search poly-alanine model based of Brat-NHL (PDB code 1Q7F) (28) in Phaser (67). A structure model was built in COOT (68) and subsequently refined in Phenix (69). All dataset and refinement statistics are given in table (Table 1). Model figures were generated using Pymol (70).

### RNAcompete analysis

RNAcompete data for the Brat and Mei-P26 NHL domains were obtained from Prof. Timothy Hughes’ laboratory at the University of Toronto (6). The raw data were computationally split into two halves (Set A and B) in the RNAcompete pipeline (35) to facilitate internal data comparisons. Next, the Z-scores for 7-mers for Set A, Set B, and the average of Set A and Set B (Set A + B) were calculated, ranked, and presented on scatter plots. Consensus motifs recognized by Mei-P26 and Brat were calculated from average of two halves of the RNA pool.

### Modeling of Mei-P26-NHL–RNA complexes

The initial structure of the Mei-P26-NHL–RNA complex was generated by superimposing the Mei-P26 protein with the Brat-RNA complex (PDB ID: 5EX7) and copying the coordinates of the Brat RNA ligand. The superposition was performed for the 257 Cα atoms (RMSD = 1.343 Å), which matches between the Mei-26-NHL and Brat proteins. The sequence of that RNA was modified to UUUUUUU, UUUUACA, or UUUGUUGU using UCSF Chimera (71) to prepare three starting structures for Mei-P26-NHL:RNA complexes. Molecular dynamics simulations for Mei-P26-NHL–RNA complexes for the three cases were performed using the Amber18 package (72). Molecular dynamics simulations were run for Brat in complex with UUGUUAA, UUUUACA, and UUGUUGU RNAs as controls. The input structure for the simulation was prepared using tleap in a truncated octahedral box of 10 Å allowance using the TIP3P water model (73). Simulations were performed using the combination of the Amber ff14sb force field for proteins (74) and the χOL3 force field for RNA (75, 76). The structure was energy-minimized for 10,000 cycles with restraints, followed by 10,000 cycles without restraints. The minimized structures were subjected to heating, density equilibration and short runs of equilibration. The heating was done from 100 K to 300 K for 500 ps with restraints on the entire structure and the density equilibration was performed for 500 ps, also with restraints on the entire structure. The equilibration of the structures was run for four short rounds. The first three rounds of equilibration were run for 200 ps each with the main chain atoms constrained. The final round of equilibration was performed for 2 ns to ensure full convergence and reliability of the models. The production run was run for 1 µs. We have used constant pressure periodic boundary conditions (ntb = 2) with isotropic position scaling (ntp = 1) with a pressure relaxation time taup = 2.0 ps for the production run. The particle-mesh Ewald (PME) procedure (77) was used for computing the electrostatic interactions. The cut-off values used for electrostatics and LJ interactions were set as 12 Å. The equilibration steps were run with the NVT ensemble (ntb = 1), whereas the production run was performed with the NPT ensemble. The minimization was performed using Sander and the subsequent steps were performed using the CUDA version of PMEMD available in the Amber package (78, 79, 80). The simulation trajectories were clustered using the reimplementation of NMRCLUST algorithm (81) available in UCSF Chimera and the representative frames (Figs S4 and S5) are provided as PDB files in the supplementary materials. All simulated models and the used restraints were deposited to a publicly available data repository (Mendeley Data; doi: 10.17632/jvkcfwyz47.1). The Theseus analysis was performed to evaluate the MD simulation by simultaneous superposition of the Brat NHL–UUGUUGU crystal structure (PDB ID: 5EX7) with the Brat NHL–UUGUUGU model and the top five clusters from representative models (82).

### MST

Experiments were conducted using 20 nM of Cy5-labeled oligonucleotides (Sigma-Aldrich) in the buffer containing 20 mM Hepes/KOH, pH 7.5, 100 mM NaCl, 5 mM MgCl_2_, 5 mM DTT, and 0.0125% Tween 20 for Mei-P26 NHL and 20 mM Tris 8.0, 150 mM NaCl, 1 mM MgCl_2_, 5 mM DTT, and 0.0125% Tween 20 for Brat NHL. 3:1 serial dilutions of unlabelled protein (starting from the highest concentration of 5 μM) were mixed with labeled oligonucleotide, incubated for 15 min and applied for measurements. Measurements were conducted at 40% MST power and light-emitting diode/excitation power setting 20% in Premium Coated capillaries on the Monolith NT.115 at 25°C (Nanotemper Technologies) (83). Each experiment was performed in at least three replicates. The data were analyzed using the MO.Affinity software (Nanotemper Technologies) at the standard MST on time off 5 s. To calculate dissociation constants (K_d_), Hill models were fitted to each dataset. The graphs were prepared in GraphPad Prism software. Oligonucleotides used in the experiments are listed in Table S1.

### EMSA

15 pmol of RNA/DNA were radioactively labeled for 1 h at 37°C using 5 U T4 Polynucleotide Kinase (Thermo Fisher Scientific) and 10 μCi γ-^32^P ATP. The reaction was inactivated at 75°C for 10 min and the labeled RNA/DNA was purified by gel filtration (Illustra MicroSpin G-25 columns; GE Healthcare). The RNAs were diluted to a final concentration of 2 fmol/μl in a buffer containing 10 mM Tris/Cl pH 7.4, 50 mM KCl, 1 mM EDTA, 1 mM DTT, and 0.4 mg/ml yeast tRNA (Invitrogen). Dilution series of the wild-type Mei-P26 NHL domain and its mutant derivatives were prepared in gel filtration buffer supplemented with 5% glycerol (20 mM Hepes/KOH, pH 7.5, 5 mM DTT, 100 mM NaCl [wt NHL domain] or 300 mM NaCl [mutant derivatives]). 5 μl of the protein dilution were mixed with an equal volume of the RNA preparation (containing a total of 10 fmol of the labeled RNA) and incubated for 30 min at 4°C before separation by native gel electrophoresis (6% polyacrylamide [37.5:1 acrylamide:bisacrylamide], 5% glycerol, 44.5 mM Tris, and 44.5 mM boric acid) at 230 V for 60 min at 4°C. Gels were dried for 2 h at 80°C and analyzed on a Personal Molecular Imager (Bio-Rad). For RNA stability assays, 10 μl reactions were set up as described above, containing radioactively labeled RNA and 1,280 nM of the purified NHL domain. Control reactions were supplemented with buffer instead of the protein preparation. After 30 min of incubation at 4°C, RNAs were purified by organic extraction, separated by 15% denaturing PAGE and visualized by autoradiography.

### Thermal shift assays

Recombinant Mei-P26 NHL domain and variants thereof (each at a concentration of 1 g/l) were incubated with SYPRO Orange and 20 mM Hepes, pH 7.5, 300 mM NaCl, 5 mM DTT buffer in 96-well plates followed by centrifugation (5’, 180 rcf). Subsequently, the samples were gradually heated from 4 to 98°C with a rate of 0.2°C/10 s in the CFX96 Real-Time System C1000 Touch Thermal Cycler (Bio-Rad). The fluorescence intensity was measured using an excitation wavelength of 470 nm, whereas monitoring emission at 570 nm.

### Tissue culture

*Drosophila* S2R+ cells were propagated at 25°C at 80% confluency in Express Five SFM supplemented with 10× Glutamax (Thermo Fisher Scientific).

### Western blotting

Cultured cells were harvested and resuspended in lysis buffer (20 mM Tris/Cl, pH 8.0, 150 mM NaCl, 5 mM EDTA, 1% NP-40, and 2% SDS). Protein concentration of cleared lysates was determined using the Bio-Rad protein assay reagent. 25 μg of total protein were separated by denaturing PAGE and subjected to Western blotting using mouse monoclonal anti-FLAG antibody (M2; Sigma-Aldrich, 1:1,000) followed by probing with an HRP-coupled anti-mouse light chain–specific secondary antibody (1:10,000; Jackson Immuno Research). Detection occurred by using Clarity Western ECL substrate and a ChemiDoc Touch Imaging System (Bio-Rad). After stripping, the membrane was re-probed using mouse anti–α-tubulin antibody (DM1A; Sigma-Aldrich, 1:1,000).

### Individual-nucleotide cross-linking and immunoprecipitation (iCLIP)

Cells were transfected for 48 h with 15 μg DNA per 15-cm dish using Fugene HD (Promega) following the manufacturer’s instructions using plasmids encoding full-length FLAG-tagged MeiP26 protein, its NHL domain only, or their respective mutant versions. For identification of the RNA targets, iCLIP2 was used (37). Briefly, a 15-cm dish of cells was washed with PBS and UV-irradiated (120 mJ/cm^2^ at 254 nm) using a UV Stratalinker 2400 (Stratagene). Next, cell extract was prepared and subjected to RNase treatment using 10 U of RNase I (Ambion). Immunoprecipitation was performed with anti-FLAG antibody (M2; Sigma-Aldrich) or control serum on Dynabeads Protein A (Life Technologies) for 2 h at 4°C. After washing four times with washing buffer (50 mM Tris/Cl, pH 7.4, 1 M NaCl, 0.05% Tween 20), the co-immunoprecipitated RNA was dephosphorylated, ligated to a 3′-RNA linker and 5′-radiolabeled with T4 PNK and [γ-³^2^P]-ATP. Samples were subjected to neutral SDS–PAGE (NuPAGE; Invitrogen) and transferred to a nitrocellulose membrane. Protein/RNA-complexes were visualized by autoradiography. Mei-P26–RNA complexes were cut from the membrane, proteins were digested with Proteinase K and RNA was subjected to iCLIP2 library preparation as previously described (37). Sequencing occurred on a HiSeq 2500 (Illumina). 

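Replicates were compared by the share of clusters with a cluster of another replicate of the same bait within 50 nt. For the full-length protein the shares were 31.8%, 35.1% and 15.9% in replicates 1, 2 and 3, for the NHL domain 66.1%, 43.0% and 23.2%, and for the control 18.2%, 26.9% and 26.9%. The deepest library of each bait had the lowest share. Across genes, which are not independent replicates, the mean Spearman correlation of counts between replicates was 0.418 for the full-length protein and 0.499 for the NHL domain. With the libraries thinned to 1878 cDNAs it was 0.265 and 0.349, and between control libraries, which were not thinned, it was 0.271. Pairs of a full-length with an NHL domain library then had a mean of 0.268, and pairs of a full-length with a control library 0.262. On average, full-length libraries thus correlated about as well with other groups as with each other. This rests in part on full-length replicate 2, which correlated at 0.323 to 0.343 with the NHL domain libraries. Full-length replicates 1 and 3 correlated at 0.264 with each other. With the NHL domain and control libraries, replicate 1 correlated at 0.210 to 0.236 and replicate 3 at 0.240 to 0.276.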

Three independent biological replicates were performed for each protein construct; as a control, non-transfected cells were processed in parallel.

### iCLIP data analysis

The iCLIP data were processed using the iCount software suite and analysis pipeline. The sequencing reads were demultiplexed based on barcodes for individual replicates (allowing one mismatch), PCR duplicates were removed and adapters were trimmed. The reads for each of the replicates were aligned to the *D. melanogaster* genome (ENSEMBL release 98) and processed separately. 

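In each library, 89.5% to 93.7% of the cDNAs lie on annotated genes, and 4.48% to 12.4% of the crosslinked positions lie in several genes. The files list genes by FlyBase identifiers. Of the 6780 genes with a cDNA in any library, 6725 could be paired with a symbol.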

Cross-linked nucleotides (peaks) were identified and then clustered. Gene loci that produced iCLIP peaks in the experiments conducted with both, the full-length protein and the NHL domain were manually curated. When crosslinking occurred to mitochondrially encoded RNAs (four loci in total) or known contaminants such as snoRNA/scaRNA/snRNA sequences (or similar) present in the host genes (17 loci), the gene loci were excluded from further analyses. Similarly, crosslinking to low complexity regions (mostly A-stretches that resemble polyA-tails) or sequences derived from the transfected plasmids (originating from the Actin 5C promoter or the Mei-P26–coding region) were not considered. 

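For 213 of the curated genes the files hold significant peaks of both baits. Their nearest peaks were 50 nt or less apart in 154 genes (72.3%). Among the 213 genes, these include 151 of the 178 that Supplemental Data 2 lists as overlapping and 3 of the 35 that it does not.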

In the remaining 214 genes, crosslinking positions were considered equivalent between the individual experiments when the distance between the crosslinking peaks (full-length versus NHL domain) was <50 nt. In these loci, the presence of Mei-P26 RNA target motifs was scored up to 30 nt upstream and 20 nt downstream of the crosslink positions, considering full matches (UUUUACN, UUUUANA, UUUUNCA, or UUUUUUU, 65 loci) or U-rich sequences with four consecutive U residues followed by 3 nt containing at least one additional U residue (63 loci).

### Tethering and reporter assays

For tethering assays, per well of a 96-well plate, 4 × 10^4^ *Drosophila* SR2+ cells were seeded and transfected using Fugene (Promega) according to the manufacturer’s instructions with the following plasmids: (1) 10 ng of a Firefly luciferase reporter with five BoxB elements in the 3′ UTR (pAC-FL-5boxB, kindly provided by I. Loedige), (2) 30 ng of a control plasmid encoding Renilla luciferase and (3) 60 ng of plasmids encoding either HA- or λNHA-tagged proteins of interest. 48 h after transfection, the cells were lysed with 1× Passive Lysis Buffer (Promega) and luciferase activities were determined using the Dual-Luciferase Reporter Assay System (Promega) and a Centro LB 960 luminometer (Berthold). Relative luciferase units (RLUs) were calculated for each sample by dividing Firefly luciferase activity by Renilla luciferase activity. Activities are expressed as the ratio of RLUs obtained for the tethered, λNHA-tagged proteins relative to the untethered control proteins. Depicted are mean values ± SD of at least three independent biological experiments performed in technical triplicates. 3′ UTR reporter assays were performed analogously. The transfection mixture contained 100 ng of plasmid DNA consisting of 23.3 ng Firefly luciferase reporter plasmid (pHS-FL bearing different 3′ UTR sequences), 1.7 ng Renilla luciferase encoding plasmid (pHS-RL, normalization control) and 75 ng of a pAc5.1 plasmid encoding either 2x FLAG-tagged Mei-P26, or a mutant version thereof. An empty pAc5.1 plasmid served as a control. 48 h after transfection, RLUs were determined as described above and normalized to the empty pAc5.1 vector control. Depicted are mean values ± SD of at least three independent biological experiments performed in technical triplicates.

### Prediction of Mei-P26 structure

To predict spatial structures of Mei-P26 and its parts, corresponding sequences were processed using AlphaFold-multimer (44, 45 *Preprint*) encased in ColabFold (84 *Preprint*) package which takes advantage of MMseq2 (85) server for automated MSA generation. In detail, AlphaFold run in the unpaired mode, the number of recycles was set to 3. Side chains were relaxed after prediction using the AMBER force field (86) with default settings.

## Data Availability

The atomic coordinates and respective structure factors for Mei-P26 NHL (PDB ID: 7NYQ) have been validated and deposited at the European Protein Data Bank. Computational models and description of the restraints have been deposited with Mendeley Data (doi: 10.17632/jvkcfwyz47.1). All sequencing data have been deposited at GEO under the following accession number: GSE152013.

## Supplementary Material

Reviewer comments

# Supplementary material for: Molecular insights into RNA recognition and gene regulation by the TRIM-NHL protein Mei-P26
**Source:** Life Sci Alliance. 2022 May 5;5(8):e202201418. doi: 10.26508/lsa.202201418

Source Data: Supplementary Figure 10

Supplementary Figure 10 A

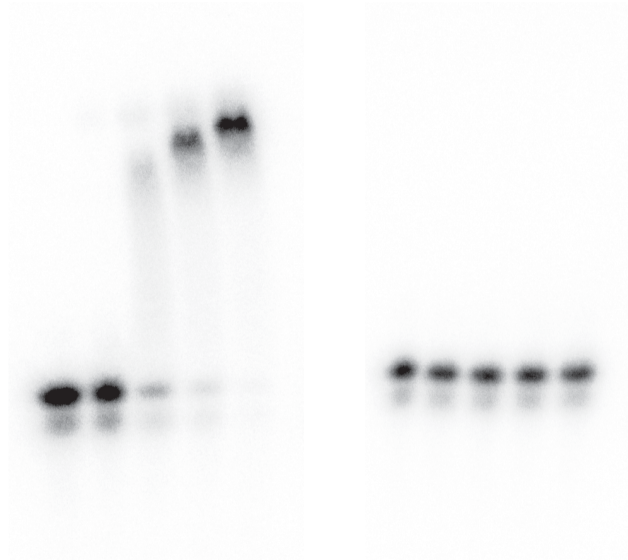

Supplementary Figure 10 B

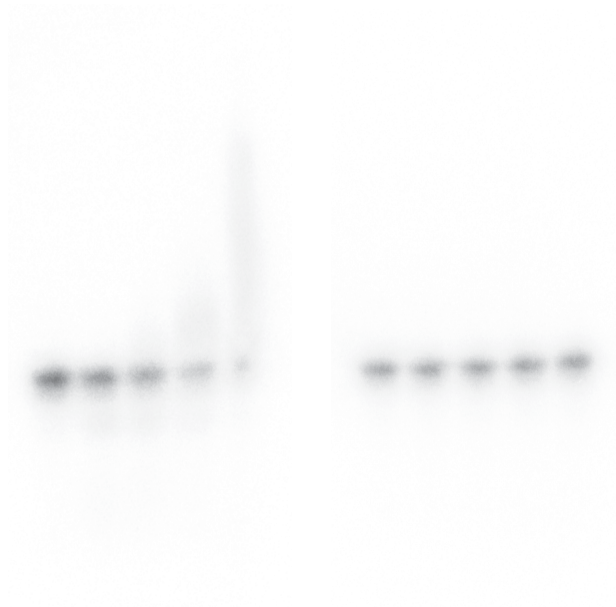

Supplementary Figure 10 C

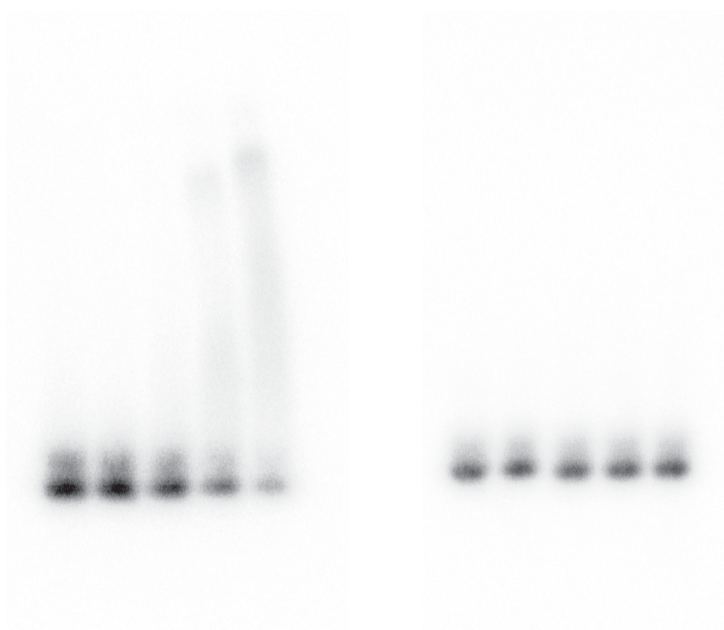

**Supplement:** Supplementary file 10

# Supplementary material for: Molecular insights into RNA recognition and gene regulation by the TRIM-NHL protein Mei-P26
**Source:** Life Sci Alliance. 2022 May 5;5(8):e202201418. doi: 10.26508/lsa.202201418
**Supplement:** Supplementary file 12

## Supplementary Table 1. Used oligonucleotide sequences

How the deposited data were processed for this re-analysis (not part of the article)

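Crosslinks of full-length Mei-P26 and of its NHL domain were measured by iCLIP2 in S2 cells. Both proteins were FLAG-tagged and expressed from plasmids, and non-transfected cells served as control by the methods and the sample labels. The treatment text shared by all samples names proteins with RNA-binding substitutions as control instead, which the files cannot settle. Each of the 3 groups had 3 biological replicates, so 9 libraries were analysed. Cells were transfected for 48 h with 15 µg DNA per dish, and lysates were treated with 10 U RNase. The UV dose is 120 mJ/cm² in the methods and 300 mJ/cm² in the sample labels, and no value here depends on it.

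The authors demultiplexed the reads, removed PCR duplicates, trimmed adapters and aligned each replicate separately to the D. melanogaster genome of Ensembl release 98. They then used iCount, whose version, like the aligner, is not given in the sources used here. Their deposited values are counts, namely the number of distinct cDNAs at each crosslinked nucleotide, without normalization. The score table of the authors holds the same counts for each position and annotated gene, together with a false discovery rate, a p-value corrected by the peak caller. The deposited peaks are positions below a false discovery rate of 0.05, apart from 3 of the 1895 peaks of full-length replicate 3, and the clusters join neighbouring peaks and hold summed cDNA counts. A further list holds the clusters with flanks. Coordinates are given as in these files, counted from 1.

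Gene symbols were taken from a table that pairs them with FlyBase identifiers, and 6725 of 6780 genes with a cDNA matched. No genome sequence or transcript annotation was used. The location of clusters within transcript parts, the motifs and 7-mers near peaks and the base composition around crosslinks were therefore not computed. The place of a crosslink along a gene was given relative to the first and last crosslinked position of the gene, in protein-coding genes with at least 20 such positions.

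Libraries held 849 to 40032 cDNAs. Shares of a single library are given with exact (Clopper-Pearson) 95% confidence intervals, and a count of 0 is set against a floor of 3 counts over the group. These cover counting error only. Rates are cDNAs per 10000 cDNAs of the library. Groups of 3 libraries were compared by two-sided exact permutation tests, which cannot give a p below 0.1.

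Genes with at least 1 cluster in at least 1 replicate were counted for each bait. Their overlap, and the enrichment of ribosomal protein and translation factor genes, were tested with one-sided Fisher's exact tests against the 1804 genes with at least 10 cDNAs over the bait libraries. The enrichment was also tested by 100000 draws within 10 bins of cDNA count, and the overlap by 100000 draws within bins of the summed count or of the counts with each bait. Chromosomal origin was tested with a chi-square statistic and 100000 permutations of the chromosome labels. Distances between peaks of both baits were compared with 1000 random placements of the NHL domain peaks on crosslinked positions of the same gene. The chance of a motif was computed for random sequence with equal base frequencies over the length scanned in each gene. Thinned libraries were drawn 100 times.

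Gene counts were compared with edgeR 4.0.16 in R 4.3.3. All 9 libraries entered 1 fit with 3 groups, with TMM normalization, the default filter on low counts and Benjamini-Hochberg adjustment at a threshold of 0.05. The filter left 73 genes with at least 91 cDNAs each, and the common dispersion was 0.129. DESeq2 1.42.0 was run as an alternative. Other computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

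The genes named in the text were set by a rule before the data were examined. It takes every gene the paper names for iCLIP or for reporters, mei-P26 and Act5C. It adds, for each comparison, up to 5 genes with the smallest p among those past the threshold whose normalized counts do not overlap between the groups, and 3 in each direction between the baits. The paper's supplementary lists had been seen before. CG31705 was named because it is the single exception in its list, after its entry was seen.

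The edgeR test, the class enrichment, the overlap, the chromosome test, the peak distances and the chance of a motif were tested on simulated data. In counts drawn from these libraries, 200 of 6780 genes, taken from those with most cDNAs, were changed 4-fold. All libraries were given the same pooled profile and all genes the common dispersion. The rates can therefore be too high for other genes and for libraries that differ more. Of the changed genes that passed the filter, edgeR called 57.7% for the full-length protein against the control. It called 54.5% for the NHL domain against the control and 80.0% for both baits against each other. It also called 0, 1 and 2 unchanged genes. With 16-fold changes it called 97.9%, 95.8% and 100% of the changed genes that passed the filter, and 14, 4 and 9 unchanged genes. When genes of a class and of a list were both drawn in proportion to cDNA count, with no other relation, the Fisher test gave p below 0.05 in 90% of 40 simulations, and the draws within bins did so in 5%. For lists of 2 baits drawn by cDNA count, the Fisher test did so in 100%, draws within bins of the summed count in 2.5%, and draws within 5 by 5 and 10 by 10 bins of both counts in 7.5% and 5%. Of 100000 random 50-mers, 2.79% held a bona fide motif, where 2.81% was computed.

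The alternatives set before the data were examined covered the support by replicates, the threshold of the peaks, control clusters, gene classes, the background, distances and windows, normalization, the filter, the tool, the replicate number as a block, and each bait replicate left out in turn. Leaving out each control replicate, library sizes over all genes, finer bins of cDNA count, the matched enrichment of each part of the class, the overlap of both baits at matched cDNA counts, and the removal of positions on small RNAs were added after the data were seen. Reads of the immunoprecipitations with RNA-binding substitutions were not analysed here.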

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

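The comparison of snoRNA:Psi18S-1347a between the control and full-length libraries, with its test of counting error, and the test of the host genes were chosen only after the results were seen, as were the fits without a control replicate.

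The gene sty (FBgn0014388, chromosome 3L) was singled out because the paper's text does not discuss it, and its cDNAs exceed the control. Its log2 fold change for the full-length protein against the control was 3.10 (adjusted p = 9.17e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with normalized counts higher in 3 of 3 full-length libraries than in every control library. Over the alternatives the adjusted p ranged from 8.00e-05 to 0.0955. The full-length libraries gave 70.6 ± 29.7 per 10000 cDNAs (SD, n = 3), the NHL domain libraries 16.0 ± 8.09 and the control 13.9 ± 13.0, the last from 5 cDNAs. The difference between both baits was itself past the threshold, with a log2 fold change of 2.90 (adjusted p = 5.45e-06 from the same edgeR test). Over the alternatives this adjusted p ranged from 1.26e-08 to 0.612, and the call was lost without library sizes (1.29) and without the filter (1.66). Supplemental Data 2 lists sty among the shared genes with a bona fide motif.

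An overlapping gene or a single dominant position is argued against as the source of the sty signal. Of its cDNAs, 0% lie at a position that the files also give to another gene. The 281 cDNAs of the full-length libraries lie at 226 positions, and the position with most of them holds 1.78%. Normalization stays open in part: with total cDNAs and no TMM the log2 fold change against the control was 2.31 and not past the threshold, and without control replicate 3 it was 2.67 and not past it. Chance cannot be excluded for the 5 genes called between the full-length protein and the control, since 2 of the 10 splits of these 6 libraries give at least 5 calls and the highest of the other splits gives 5. A preference of the full-length protein that the NHL domain lacks may underlie the difference between the baits, and it was not tested.

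The small nucleolar RNAs snoRNA:Psi18S-1347a and snoRNA:Tudor-SN-a were singled out because their fold changes against the control had opposite signs for the baits. For the NHL domain against the control these were 1.21 and 0.61 on the log2 scale. Neither was past the threshold (adjusted p = 0.254 and 0.614 from edgeR's quasi-likelihood test). The difference between the baits was tested in the same fit for both RNAs. Between the full-length protein and the NHL domain their log2 fold changes were -3.75 and -2.82 (adjusted p = 6.93e-07 and 6.73e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 full-length libraries than in every NHL domain library. Over the alternatives the adjusted p stayed between 8.09e-09 and 9.64e-04 for the former and between 1.52e-05 and 0.0107 for the latter. The rates of snoRNA:Psi18S-1347a were 9.15 ± 10.6 per 10000 cDNAs (SD, n = 3) with the full-length protein, 129 ± 55.9 with the NHL domain and 55.4 ± 25.4 in the control. Those of snoRNA:Tudor-SN-a were 10.6 ± 9.27, 96.9 ± 36.5 and 65.3 ± 55.6.

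Every position of these RNAs, 100% of their cDNAs, is also given to the host gene, pAbp or Tudor-SN. A lower level of the host mRNA is argued against as the source of the difference between the baits. Outside these RNAs, pAbp had 348 cDNAs with the full-length protein and 339 with the NHL domain, and Tudor-SN had 18 and 23. Per cDNA, the lower of both ratios of the full-length protein to the NHL domain was 1.07. The few cDNAs of the control libraries keep their part of the pattern open. The lowest control rate of snoRNA:Psi18S-1347a was 1.5 times the highest full-length rate, which leaves variation between libraries open. Counting error alone is argued against, with 16 of 38394 cDNAs for the full-length protein and 17 of 3261 in the control (two-sided Fisher's exact test, p = 5.16e-11). For the 28 genes called between both baits, 1 of the 10 splits of the 6 libraries, the real one, gives as many calls, and the highest of the others gives 0. Chance cannot be excluded by this comparison, because 10 splits cannot give a share below 0.1 even when the real split stands alone. The baits differ in protein length, and a difference in the background RNA that they bring down may account for these values. This was not tested for single RNAs.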

How the results depend on the processing

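Leaving out each control replicate, library sizes over all genes, 20 and 40 bins of cDNA count, the matched enrichment of each part of the class, the overlap at matched cDNA counts and the removal of positions on small RNAs were chosen only after the data were seen. All other alternatives were set before the data were examined. The cause of a change was not tested unless it is given.

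The number of genes with clusters depended on the support by replicates. It fell from 799 to 87 for the full-length protein and from 770 to 160 for the NHL domain when clusters had to recur in at least 2 replicates. With a bait replicate left out the numbers ranged from 328 to 772 and from 350 to 736, with the lowest without replicate 3 of each bait, which is the deepest. The overlap of both gene sets was above the number expected without regard to cDNA count under all 12 alternatives set beforehand. With genes matched on the summed count of both baits, the same overlap of 22.2% was no longer past the threshold (permutation test, one-sided p = 0.234). With genes matched on the count with each bait in 5 by 5 and 10 by 10 bins it was (permutation tests, one-sided p = 1.00e-04 and 0.00151). The overlap was 13.3% to 22.4% with a replicate left out, and 13.3% and 14.1% without full-length or NHL domain replicate 3. The excess of cDNAs over the control remained in all 8 alternatives, at 7.62 to 16.8 times for the full-length protein and 5.64 to 22.1 times for the NHL domain.

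The chromosomal origin of shared genes differed from the background when all protein-coding genes were used (permutation test, p = 5.80e-04). There, 4 mitochondrial genes were shared where 0.233 would match the background. The paper excludes mitochondrial RNAs as contaminants, and the test was not run without them. The share of genes with peaks of both baits at most 50 nt apart was not above random placement in the main analysis (76.8%). It was above it for 20 nt (71.8%) and for a false discovery rate of 0.01 (76.2%). With a replicate left out it ranged from 60.3% to 83.4%, was above random placement without NHL domain replicate 2 (83.4%), and without NHL domain replicate 3 (60.3%) lay below its mean of 62.7% but within its 95% range of 58.2% to 66.7%.

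The number of genes with a motif by chance, 8.49 in the main analysis, was 13.3 for windows of 50 nt on both sides, which are longer. It ranged from 2.15 to 8.46 with a replicate left out, with 2.58 without full-length replicate 3 and 2.15 without NHL domain replicate 3, where 50 and 43 genes have overlapping peaks. The enrichment of ribosomal protein and translation factor genes stayed past the threshold for the whole class under all 13 alternatives, with odds ratios from 1.63 to 59.0, and from 5.11 to 10.2 with a replicate left out. Its lowest values came from matching on cDNA count. With this matching neither part alone was past the threshold, with common odds ratios of 1.39 for ribosomal protein genes and 2.52 for translation factor genes (permutation tests, one-sided p = 0.154 and 0.0527). At the genes tested by EMSA the control held 0 or 1 cDNAs within 50 nt, so the alternatives decide nothing there. The Spearman correlation between replicates fell to 0.265 for the full-length protein and 0.349 for the NHL domain in thinned libraries, which hold fewer cDNAs.

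The gene counts called by edgeR depended on the processing. In the main analysis they were 5 for the full-length protein against the control, 0 for the NHL domain against the control (12 at an unadjusted p below 0.05, and 0 by DESeq2) and 28 between both baits. Without library sizes they were 18, 71 and 6, and the median log2 fold changes of all tested genes were 2.65, 4.05 and -1.51. Without a filter on low counts they were 3, 15 and 18, and those between the baits were 0 higher and 18 lower. On merged clusters, with 31 tested, they were 2, 0 and 9, and with mitochondrial, plasmid-derived and non-coding RNA host genes removed, which left 9 tested genes, they were 1, 0 and 4. With total cDNAs and no TMM, 4, 0 and 25 genes were called. This scaling moved the median log2 fold change from 0.07 to -0.68 for the full-length protein against the control and from -0.14 to -0.91 between the baits. The calls between the baits then split into 2 higher and 23 lower, instead of 11 and 17, and those of the full-length protein against the control into 1 and 3 instead of 3 and 2. DESeq2 called 5, 0 and 23 genes.

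With 1 library left out, the counts ranged from 1 to 8 for the full-length protein against the control, with 1 without full-length replicate 1, 8 without full-length replicate 2 and 2 without control replicate 3. For the NHL domain against the control they ranged from 0 to 13, with 13 without full-length replicate 2, 2 without NHL domain replicate 3 and 8 without control replicate 3. Between both baits they ranged from 13 to 56, with 13 without full-length replicate 1 or 3, 56 without full-length replicate 2, 15 without NHL domain replicate 2, and 49 and 47 without control replicates 1 and 2. Without full-length replicate 2, the shallowest bait library, 178 genes passed the filter.

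The named genes gave 30 fold changes. The 17 that were called, or belong to mei-P26 or Act5C, had 244 alternatives. Of these, 189 kept their side of the threshold, 49 lost it, 5 gained it and 1 changed sign. The last is snoRNA:Tudor-SN-a for the full-length protein against the control, at 0.27 without library sizes, where the lower yield of the control is no longer removed and the median of all tested genes rises from 0.07 to 2.65. The other 13 fold changes, none of them called, had 188 alternatives, of which 156 kept the sign and stayed uncalled, 9 were called with the same sign, 20 changed sign without a call and 3 changed sign with one.

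Replicate numbers do not pair the libraries, since 2 of 9 correlations between libraries with the same number were above 0.1 (range -0.39 to 0.29). With the replicate number as a block, edgeR called 5, 0 and 22 genes.

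Not run were the location of clusters within transcripts, the motif shares per library and in shared genes against other crosslinked or random positions, the U-rich motif, the enrichment of 7-mers and the base composition, which need a genome sequence or annotation that was not used here. The depth of the control, 849 to 1252 cDNAs, limits every comparison with it.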

Differences from the paper's values

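No value of the paper that was also computed from the files differed by more than 1.5 times in the main analysis. The paper's 751 and 623 genes stand beside 799 and 770, its 249 shared genes beside 285, its 22.1% overlap beside 22.2%, its 71.9% of genes with near crosslinks beside 76.8% and its 3.4% of random 50-mers beside 2.81%. With protein-coding genes only, the counts from the files were 752, 629 and 250 genes, and the overlap was 22.1%. In the paper's own shared genes, 184 of the 248 with peaks of both baits had near crosslinks (74.2%). The closeness of these percentages to 71.9% does not show agreement gene by gene. Of the 213 curated genes with peaks of both baits, the paper lists 178 as overlapping. The files place 154 of the 213 within 50 nt (72.3%), of which 151 are among the 178.

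The legend of Supplemental Data 1 describes clusters as extended further upstream than downstream. In the files this holds for 854 of 854 clusters on the plus strand. On the minus strand 773 of 773 clusters extend 10 nt upstream and 20 nt downstream.

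The paper assigns a full match of a motif to every bona fide gene of Supplemental Data 2. The listed sequence holds such a match in 64 of 65 genes and not in CG31705. Of 31 genes listed as U-rich with a sequence, 24 hold a U-rich motif by the paper's definition, 2 hold a bona fide motif and 7 hold neither. The table lists Hrb27C as bona fide with TTTTATA, whereas the Hrb27C RNA tested in vitro holds a U-rich motif only. It lists Col4a1 as without a motif, whereas the Col4a1 RNA tested in vitro holds a U-rich motif. The RNAs of lost, LanA and Mlc-c hold a bona fide motif in both.

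The paper compares the share of bona fide genes with the chance for 1 random 50-mer. Over the length scanned per gene, the paper's 59 bona fide genes with overlapping peaks are 6.95 times the number by chance at equal base frequencies. They are 4.43 times that number for windows of 50 nt on both sides and 9.35 times for windows from 20 nt upstream to 10 nt downstream. Both other windows change only the number by chance, since the genes were scored in the paper's window. Transcripts need not have equal base frequencies, so none of these ratios is an enrichment over transcript sequence.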

Other observations

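The tests on mei-P26 cDNAs in the control and in full-length replicate 2, those on background RNA, the comparison of libraries of the same bait, the matched enrichment of each part of the class, the overlap at matched cDNA counts and the removal of positions on small RNAs were chosen only after the results were seen.

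The control libraries hold 20 mei-P26 cDNAs, and 18 of them lie in the stretch crosslinked in the NHL domain libraries. Messenger RNA of the S2 cells themselves is argued against as the sole source, as far as the full-length libraries show how crosslinks spread over the whole mRNA. Those libraries have 20.7% of their cDNAs in this stretch and the control has 90% (two-sided Fisher's exact test, p = 1.23e-10). The same 90% argues against cDNAs of the full-length libraries as the main source. It exceeds the share in each of them, with the least difference for replicate 2, where 15 of 26 lie in the stretch (two-sided Fisher's exact test, p = 0.0217). A candidate source is cDNAs of the NHL domain libraries that were counted in the control. Act5C, which the plasmids also carry, had 0 cDNAs in the control, where mei-P26 had 20, and 121 beside 572 in the NHL domain libraries (two-sided Fisher's exact test, p = 0.0343). This counts against a mixture of all 3 NHL domain libraries. Against each of their replicates 1, 2 and 3 alone, the same exact test gave p = 0.189, 0.0731 and 0.0332, so cDNAs of replicate 1 or 2 stay open. The treatment text of the samples names proteins with RNA-binding substitutions as control, and such a construct in the control cells stays open too, as untested. No biological explanation was tested.

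The control libraries also shared more positions with the NHL domain than with the full-length protein. Depth is argued against, since both baits were compared at 37470 cDNAs each, without those of mei-P26 and Act5C. The share of control cDNAs at an NHL domain position was then 18.6%, 19.6% and 29.0% in control replicates 1, 2 and 3, and at a full-length position 14.0%, 15.2% and 20.8%. The lowest ratio was 1.29. Abundant background RNA that is more frequent in the NHL domain libraries stays open, as do cDNAs counted in the wrong library.

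Full-length replicate 2 had 57.7% of its mei-P26 cDNAs in the stretch of the NHL domain, 15 of 26. Sampling of few cDNAs is argued against (two-sided Fisher's exact test against replicates 1 and 3, p = 2.79e-05). It is the shallowest bait library, with 1878 cDNAs. At 1878 cDNAs its gene counts correlated better with each NHL domain library (Spearman correlation 0.323 to 0.343) than with the other full-length libraries (0.252 and 0.278), by at least 0.0445. They also correlated better with the control libraries (0.284 to 0.317), and small nuclear and nucleolar RNAs took up 10.0% of its cDNAs, against 3.02% and 2.96% in replicates 1 and 3 and 8.31% to 13.0% in the control. cDNAs of the NHL domain libraries counted in this one and a larger part of background RNA therefore cannot be told apart. No biological explanation was tested.

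Small nuclear and nucleolar RNAs took up 15.7 ± 3.06% of the NHL domain cDNAs (SD, n = 3) and 5.33 ± 4.05% of the full-length cDNAs. A few dominant genes are argued against, since without the 5 genes with most cDNAs the shares were 8.99 ± 1.30% and 3.49 ± 2.65%, still higher in every NHL domain library. Background RNA of the immunoprecipitation and binding by the NHL domain cannot be told apart, because the control share of 9.93 ± 2.62% lies between both baits and overlaps with each. Without these 5 genes the control share was 6.08 ± 1.06%, and every NHL domain library lay above every control library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow).

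Ribosomal protein and translation factor genes were enriched among the shared genes. Most of the excess goes with the cDNA count of these genes, since 57.5 of the 65 genes would be shared at matched counts. This count is itself a measure of crosslinking, so matching on it also removes binding that raises it. For the whole class the permutation test gave a one-sided p = 0.0324, and 0.0179 and 0.0253 in 20 and 40 bins. These values leave a small excess for the class as a whole. The genes were matched on the summed count only, not on the count with each bait. cDNA count as the sole source therefore stays open for the class too. For ribosomal protein genes alone the test gave 0.154 (55 found, 51.0 at matched counts) and for translation factor genes alone 0.0527 (10 found, 6.48). For each part alone, cDNA count therefore stays open. Small nucleolar RNAs inside the genes are argued against, since without their positions the enrichment kept an odds ratio of 9.59 (one-sided Fisher's exact test, p = 3.79e-27). Background RNA stays open, because ribosomal protein genes took up 14.8 ± 0.722% of the control cDNAs, as much as with the NHL domain and more than with the full-length protein. Background and a regulation of these mRNAs by Mei-P26 cannot be told apart from these libraries.

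The share of cDNAs on ribosomal protein genes was higher in every NHL domain library than in every full-length library. Small nucleolar RNAs inside the genes are argued against as the whole source. Without their positions the shares were 14.1 ± 1.78% and 8.85 ± 2.54% (SD, n = 3), and every full-length library stayed below (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow).

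The moderate overlap of the genes of both baits may in part reflect sampling. Libraries of the same bait shared a mean of 11.9% of their genes with clusters, and libraries of different baits 11.5%, a difference of 0.465 points. The former averages 7.84% for pairs of full-length libraries and 16.0% for pairs of NHL domain libraries. Of the 10 splits of the 6 bait libraries, 3 gave a difference as large, with 4.40 the highest of the others, so chance cannot be excluded. Different targets of both baits and sampling cannot be told apart at this depth.

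The baits shared 275 of the genes with at least 10 cDNAs, where 187 would be shared without regard to cDNA count. Most of this excess goes with the cDNA count of the genes. Clusters are called from the same cDNAs, so the matching also removes shared binding. At matched counts with each bait 249 would be shared (permutation test, one-sided p = 1.00e-04), and at a matched summed count 269 (permutation test, one-sided p = 0.234). An excess stayed at matched counts with each bait and not at a matched summed count, so cDNA count as the whole source stays open. In 40 simulations of lists that depend on cDNA count only, the former test gave p below 0.05 in 7.5% and the latter in 2.5%.

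For the NHL domain against the control, edgeR called 0 genes (12 at an unadjusted p below 0.05, and 0 by DESeq2), and 10 of 10 splits gave at least as many, which a count of 0 fixes in advance, so the splits say nothing about chance here. Between both baits, Df31 and Myc were also higher with the full-length protein, with log2 fold changes of 2.21 and 2.29 (adjusted p = 0.00121 for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without library sizes (0.98 and 0.91) and without the filter (1.04 and 1.09) both calls were lost, and that of Myc also with total cDNAs and no TMM (1.51). All Myc cDNAs lie at positions that the files also give to lncRNA:CR44999. The gene snoRNA:Psi28S-2562, inside RpS20, was lower, with a log2 fold change of -3.10 (adjusted p = 2.85e-04 from the same edgeR test). The gene nos (FBgn0002962) was listed with 0 crosslinked positions in all 9 libraries, which allows at most 0.781 per 10000 cDNAs over the full-length libraries, 0.574 over the NHL domain libraries and 9.20 over the control.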
